# Metabolic Background, Not Photosynthetic Physiology, Determines Drought and Drought Recovery Responses in C3 and C2 Moricandias

**DOI:** 10.3390/ijms24044094

**Published:** 2023-02-17

**Authors:** Carla Pinheiro, Giovanni Emiliani, Giovanni Marino, Ana S. Fortunato, Matthew Haworth, Anna De Carlo, Maria Manuela Chaves, Francesco Loreto, Mauro Centritto

**Keywords:** C2-metabolic signature, C3-C4 intermediates, RNAseq, starch and sugars

## Abstract

Distinct photosynthetic physiologies are found within the *Moricandia* genus, both C3-type and C2-type representatives being known. As C2-physiology is an adaptation to drier environments, a study of physiology, biochemistry and transcriptomics was conducted to investigate whether plants with C2-physiology are more tolerant of low water availability and recover better from drought. Our data on *Moricandia moricandioides* (Mmo, C3), *M. arvensis* (Mav, C2) and *M. suffruticosa* (Msu, C2) show that C3 and C2-type *Moricandias* are metabolically distinct under all conditions tested (well-watered, severe drought, early drought recovery). Photosynthetic activity was found to be largely dependent upon the stomatal opening. The C2-type *M. arvensis* was able to secure 25–50% of photosynthesis under severe drought as compared to the C3-type *M. moricandioides*. Nevertheless, the C2-physiology does not seem to play a central role in *M. arvensis* drought responses and drought recovery. Instead, our biochemical data indicated metabolic differences in carbon and redox-related metabolism under the examined conditions. The cell wall dynamics and glucosinolate metabolism regulations were found to be major discriminators between *M. arvensis* and *M. moricandioides* at the transcription level.

## 1. Introduction

In the Mediterranean region, plants are challenged by frequent water shortages, often in association with high temperatures, impairing net photosynthesis (Pn) [1,2,3]. These conditions reduce the availability of CO_2_ at the ribulose-1,5-bisphosphate carboxylase-oxygenase (RuBisCO) active site due to stomatal closure, which, by reducing latent heat release, also makes leaves warmer. High temperatures also affect RuBisCO enzymatic properties, favoring oxygenation [4]. The combination of low water availability with high temperatures is considered an evolutionary driver for the CO_2_ concentrating mechanisms observed in CAM, C4- and C2-type species (aka C3-C4 intermediates; [5]). In C2-type species, the lack of a functional glycine decarboxylase in the mesophyll cells implies that glycine decarboxylation can only occur in the bundle sheath cells, resulting in a higher CO_2_ concentration near the RuBisCO active site. Thus, at a physiological level, C2-type species are characterized by lower CO_2_ compensation points than those of C3 species [6,7].

C2-type photosynthesis is considered to be a stable evolutionary state [8,9]. The transition from C3 to C4 photosynthesis has occurred in numerous plant lineages [10,11]. C2 species are typically found in warmer, more arid habitats than their C3 relatives [9,12]. Possible advantageous adaptations of C2 species may be more efficient water use and/or an increased ability to recover photosynthesis (Pn) when water becomes available. These can be useful traits in improving photosynthetic performance, since the genes required for C2 biochemistry are present in the majority of crop species, which have C3-type photosynthesis [9,13]. C2-type species are found in genera with or without C4 representatives, such as *Flaveria* and *Moricandia* [6]. The term “*Moricandia* syndrome” was originally used as a synonym for C2-type photosynthesis [14]. The lower CO_2_ compensation is accompanied by N-metabolite shuttles in some C2 species of the genus *Flaveria* [15,16], this feature being described as a C2-signature. Although it has been shown that C2- and C3-type *Moricandia* species are metabolically distinct, the presence of the C2-signature found in C2-*Flaveria* was not as clearly evident in C2-*Moricandia* (*M. arvensis*, *M. suffruticosa*) [17].

It has been proposed that the activation of C2-type photosynthesis will allow for sustained carbon gain under situations of high temperatures and limited water supply [18]. The balance between water saving via reduced transpiration and enhanced biochemical photosynthetic assimilation is particularly critical in semi-arid regions [19]. However, the nexus between photosynthesis, respiration and water efficiency (CO_2_ and water fluxes) under drought and recovery is largely unknown for C2-type photosynthesis. These plants do not minimize photorespiration to the same extent as C4 species; rather, CO_2_ released by photorespiration is recaptured by the ‘photorespiratory shuttle’ [20]. This should theoretically increase the ratio of photosynthesis relative to photorespiration and enhance the biochemical efficiency of CO_2_ assimilation [21]. However, there is a paucity of physiological data for robustly assessing the efficacy of the C2 photorespiratory shuttle in enhancing the carboxylation velocity of RuBisCO or the maximum rate of photosynthesis. Moreover, enhanced ratios of photosynthesis relative to photorespiration will also likely improve water use efficiency through enhanced CO_2_ assimilation relative to transpirative water loss. Despite observations of C2 species predominantly occurring in arid, drought-prone regions, to the best of our knowledge, there are no reports where the drought responses of closely related C3 and C2 intermediate species are robustly assessed. Given the capabilities of many plants to ‘switch on’ genes characteristic of C2 and C4 photosynthetic physiologies [22], it may be reasonable to presume that the expression of genes underpinning C2 photosynthesis may become more pronounced under drought conditions to enhance the photosynthetic carbon gain. This work aims to address these critical knowledge gaps in our characterization and understanding of C2 photosynthesis. It should be noted that the C2-shuttle will require metabolic adjustments of carbon and nitrogen metabolism, as well as reducing equivalents [6]. As *Moricandia* species have been shown to be metabolically distinct [17], such distinctions may highlight the specific regulatory functions of metabolism, namely, in carbon partitioning between soluble sugars and starch.

We evaluated the effects of increasing water deficit on *Moricandia* species with different photosynthetic physiologies. Our working hypothesis is that, in response to progressive soil water deficit, C2 *Moricandia* species will maintain photosynthetic activity at lower water availabilities and recover faster than their C3 counterparts when rewatered. Specifically, we assessed whether, under water deficit, the C2-metabolic signature is more pronounced than that under well-watered conditions, thus revealing phenotypic plasticity in C2-*Moricandia* species.

## 2. Results

### 2.1. Cross-Species Comparison under Control Conditions

#### 2.1.1. Physiology

Considering the physiological parameters analyzed (Figure 1), a large variability within each species and sampling point was observed; however, a gross separation between species may be identified.

An analysis of well-watered plants at day 0 (Figure 2, Supplemental Table S1) shows that the C2 species (Mav and Msu) significantly differed in all of the physiological parameters considered, except for the maximum rate of electron transport required for ribulose-1,5-bisphosphate (RuBP) regeneration (*J*max) and the carboxylation capacity of RuBisCO (*Vc*max).

The lowest photorespiration (PRP) was observed in Msu, and this was consistent with the observation of a lower CO_2_ compensation point in this species in comparison to that in Mmo and Mav. Using the curve-fitting method [23], we found that the mesophyll conductance to CO_2_ (Gm) was quite distinct for the C2 species: Mav displayed the highest Gm value, Msu showed the lowest value and Mmo exhibited an intermediate one (Supplemental Table S1).

#### 2.1.2. Biochemistry and Transcriptome Profiles

A distinct biochemical background under control conditions was revealed by multivariate analysis, with the species being separated along the first and second axis (Figure 3; Supplemental Table S2). Unlike the physiological analysis, a gross separation between C2 and C3 species occurs along the first axis.

A more detailed analysis at day 0 (Figure 4, Supplemental Table S2) highlighted major differences for the starch, sucrose and sucrose-to-hexose ratios. In addition, the redox equivalents (as estimated by the Folin–Ciocalteu method) also differed between the species, illustrating differences in the redox metabolism.

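RNA from leaves of Mmo, Mav and Msu was sequenced, and the 78 libraries were each counted on the same 33602 Arabidopsis features. Nebion AG aligned the reads to coding sequences of the TAIR 10 release with BLAT in protein space and took estimated counts and TPM values from the best-scoring mappings. Reads that fit several members of a gene family equally well could thus be counted on any of them. The counts are whole numbers without normalization, and they are the values used here. The 47 libraries of well-watered controls comprised 4 of Mmo, 5 of Mav and 4 of Msu at T0, and 4 of each species at T1. At T2 there were 2 of Mmo, 5 of Mav and 3 of Msu, and at RW 4 of Mmo, 5 of Mav and 3 of Msu. At T0 the total count per library ranged from 25591044 to 36295790 in Mmo (median 30841400), from 28784862 to 36441143 in Mav (median 34767090) and from 28148662 to 34629271 in Msu (median 31496400). At T1 it ranged from 27506354 to 35081234 in Mmo (median 30854310), from 32218198 to 35495795 in Mav (median 33600158) and from 31746929 to 40001124 in Msu (median 34253083). At T2 the totals were 30671170 and 30694401 in Mmo, 29012042 to 37783763 in Mav (median 35123918) and 27955584 to 35851787 in Msu (median 34138674). At RW they were 24210558 to 35659228 in Mmo (median 32339600), 25641791 to 35390807 in Mav (median 28083042) and 26965583 to 35819705 in Msu (median 30331775). Genes with low counts were left out with edgeR's filterByExpr, libraries were scaled with the TMM method, and groups were compared pairwise with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each fit held only the libraries of the groups compared. At T0, and between controls, a gene was called differently expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1, as in Figure 5. The paper's text does not say whether its p is adjusted, nor the base of its log fold change. Some libraries of the same condition were nearly identical. For each pair of libraries, the median squared difference between counts was divided by the value that counting noise alone gives. This ratio lay between 1.59 and 3.03 for 20 of the 116 pairs of libraries within a condition, between 5.87 and 7.86 for a few others, and at 14.8 or more for the remaining 90. Pairs with a ratio under 4 were treated as near-identical, a limit chosen after seeing the values. Counted this way, T0 held 3 distinct profiles of Mmo, 5 of Mav and 2 of Msu. The near-identical libraries were kept as separate replicates, and counts obtained after summing them are given beside the results. Sequencing lanes 1 and 2 held only Mav and lane 6 only Mmo, so that lane and species were largely confounded.

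**Figure D1:**
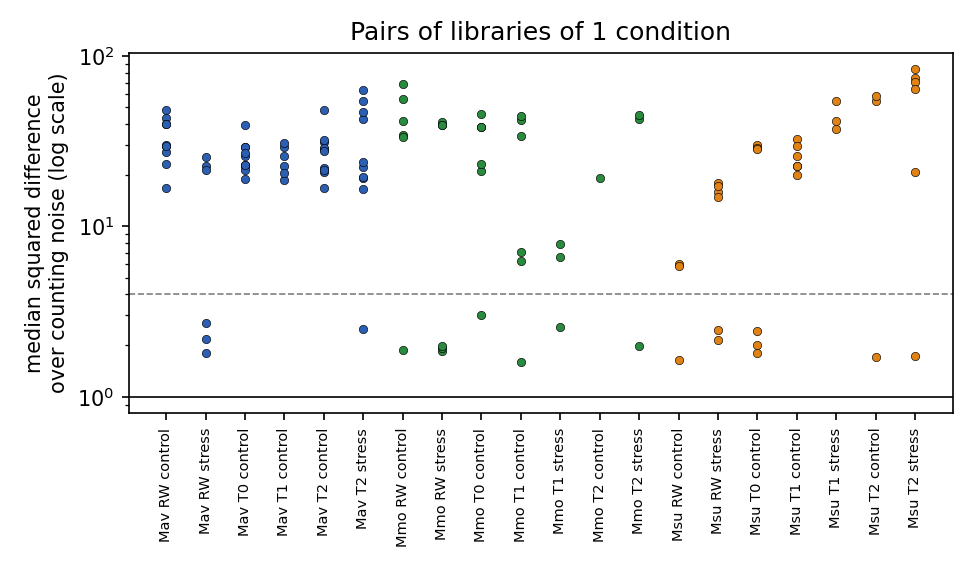
Ratio of the median squared difference between 2 libraries to counting noise (log scale) for every pair of libraries of 1 condition, with Mav in blue, Mmo in green and Msu in orange. The solid line marks counting noise alone, a ratio of 1, and the dashed line the limit of 4, under which 20 of the 116 pairs lie.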

The comparative transcriptome analysis of *Moricandia* species can be achieved by making use of the minimal transcriptome of *Arabidopsis*, as previously described [17] (and the references therein). Although Mmo and Mav genome assembly is now available [24], it is not annotated. Therefore, it was considered preferable to use the highly annotated and curated *Arabidopsis* genome. 

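The principal components of the 47 control libraries were computed from log2 CPM (library-scaled counts, prior count of 2) of the 500 genes with the largest variance. The first axis held 50.5% of the variance and the second 16.7%. Along the first axis, the Mmo libraries lay between 51.9 and 66.7 and the Mav libraries between -53.4 and -32.5. The Msu libraries of T0 and T1 lay between -26.9 and -17.9 on the first axis. On the second axis they lay between 45.8 and 53.9, above every Mav library, the highest of which was at 2.06. The 3 Msu controls of RW lay elsewhere, at 44.8 to 48.7 on the first axis and -4.47 to -2.05 on the second, close to Mmo. Of the Msu controls of T2, S28c was at -17.3 on the first axis, whereas S33c and S36c were at 31.1 and 30.9. With all genes scaled to unit variance, the alternative that changed the shares most, the first axis held 23.6% of the variance.

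**Figure D2:**
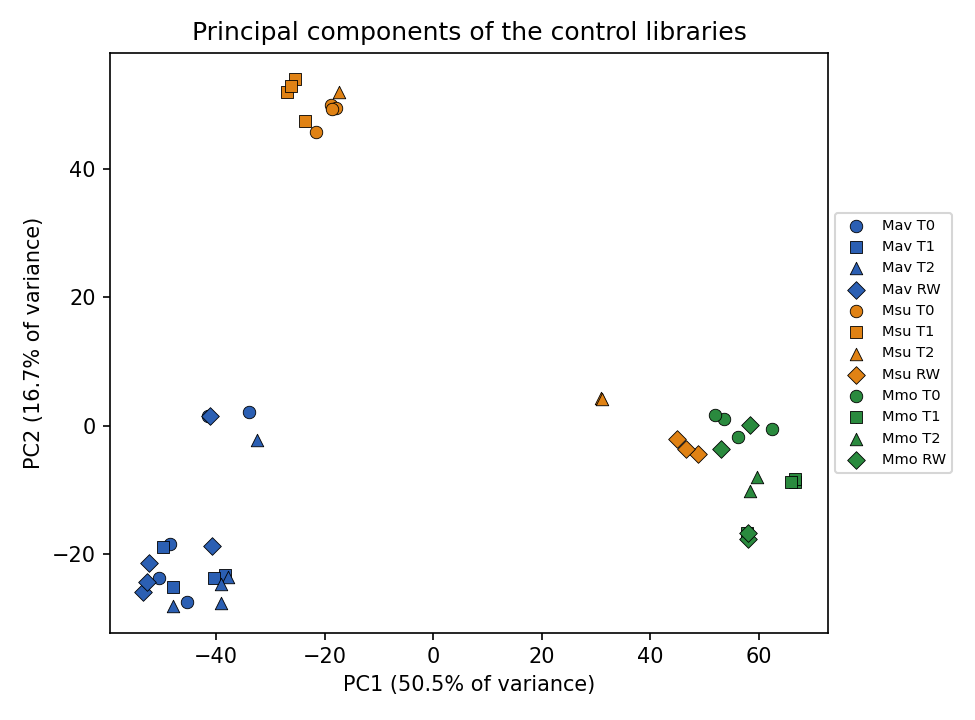
Positions of the 47 control libraries on the first and second principal components, with the species in colour and the sampling point as the symbol. Mmo libraries lie at 51.9 or more on the first axis and Mav libraries at -32.5 or less, and the Msu controls of RW lie at 44.8 to 48.7.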

Cross-species comparisons at the transcriptome level of all available well-watered controls showed a clear separation between the species; the C2-species (Mav and Msu) separate from each other along the second axis (Figure 5). 

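Within Mmo, the mean position on the first axis of the control libraries was 56.0 ± 4.63 (SD, n = 4) at T0, 64.3 ± 4.32 (SD, n = 4) at T1, 59.1 ± 0.882 (SD, n = 2) at T2 and 56.8 ± 2.54 (SD, n = 4) at RW. In Mav, the means were -44.0 ± 6.52 (SD, n = 5) at T0, -44.1 ± 5.63 (SD, n = 4) at T1, -39.3 ± 5.55 (SD, n = 5) at T2 and -48.1 ± 6.53 (SD, n = 5) at RW. Mmo T1 lay above the other Mmo means. On the second axis, Mav libraries spread from -27.5 to 2.06 at T0 and from -26.0 to 1.48 at RW. The widest spread was that of the Msu controls at T2, from -17.3 to 31.1 on the first axis (SD 27.9, n = 3).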

The PCA analysis also revealed that, during the experimental time course, even under control conditions, a large effect of the sampling point and/or a large variability within the sampling point was observed. Additionally, Msu is a tetraploid [12,25], and it has been shown that genomic ploidy affects transcriptome assembly and quantification accuracy (e.g., [26]). Furthermore, we made use of the pipeline developed under the framework of the ‘3to4 consortium’ [17,27], in which the different ploidy level was not addressed (Nebion, personal communication). In this way, quantitative transcriptome analysis will focus on the cross-species comparisons between Mmo and Mav, which are both diploids.

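The comparison of Mmo (4 libraries) with Mav (5 libraries) at T0 tested 20187 genes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It called 6410 genes, 2904 upregulated in Mmo and 3506 upregulated in Mav. They made up 21.2% of the 30190 features with at least 1 count in these libraries, 9.62% upregulated in Mmo and 11.6% upregulated in Mav. For 5350 of them, no Mmo library overlapped with any Mav library. Among all genes tested, 36.8% showed no overlap, where chance would give 1.59%, or 3.57% when near-identical libraries count as 1. At an adjusted p under 0.01, 4872 genes were called. With each library left out in turn, the count stayed between 5810 and 6869, and with the near-identical Mmo libraries summed it was 6077. The largest change came from testing against the fold change threshold itself, which called 3568 genes with edgeR and 3198 with DESeq2, the latter chosen after seeing the values. Mmo and Msu differed in 6449 genes, 3072 upregulated in Mmo and 3377 in Msu, and Mav and Msu in 2917 genes, 1566 upregulated in Mav and 1351 in Msu. Summing near-identical libraries, which left 2 profiles of Msu, reduced these counts to 3475 and 721. Among the genes with the largest changes and no overlap, AT5G42530 was at least 980-fold and AT5G01720 at least 891-fold higher in Mmo, with 0 counts in every Mav library. These limits compare the species with 3 counts over the group and cover counting error only. For AT5G42530, library M12c was at 60.9 CPM, and the other Mmo libraries at 4.03 to 11.5, and without M12c the limit was 428-fold. AT4G28940 was 17554-fold higher in Mav (95% exact binomial interval 4859 to 144954, from 47605 counts against 2; 26586-fold without M3s), and AT5G60780 at least 647-fold higher in Mav.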

The comparison of the Mmo and Mav transcriptome at day 0 (Figure 5B) shows that 11.8% of the transcriptome was differentially expressed. A contribution of the photosynthetic type and primary carbon metabolism to the discrimination between species was not evident. Indeed, a large majority of the genes related to CO_2_ concentrating mechanisms, the Calvin cycle and the C2 metabolic signature (as described by [17]) were not found to be differently expressed across the *Moricandia* species (only the expression of 4 out of 68 genes shows differences between Mav and Mmo; Supplemental Table S3). 

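Of the 68 genes of Supplemental Table S3, 66 were tested at T0, and 12 were called at an adjusted p under 0.01, 7 upregulated in Mmo and 5 in Mav. Adjusted over the list alone, the count was also 12. This was 18.2% of the genes of the list, against 24.2% of the other genes tested (Fisher's exact test, two-sided, p = 0.313). Random lists of the same size and expression level held a median of 12 called genes, with 95% of them between 7 and 19. As a set, the list did not shift towards one species, neither with camera at a preset correlation of 0.01 (adjusted p = 0.881) nor with an estimated correlation (adjusted p = 0.955) or with fry (adjusted p = 0.959), while fry's mixed test, which counts changes in either direction, gave an unadjusted p of 6.73e-10. The median log2 fold change of Mmo over Mav was -0.10 and the mean 0.04, which differ in sign. Under the alternatives, the count was lowest, at 4 genes, with DESeq2's test against the fold change threshold, chosen after seeing the values, and 5 with the corresponding edgeR test. The table marks 4 genes at T0, and each was called here in the direction it gives. The alternative oxidase AOX1D (AT1G32350) was at 36.4 ± 18.8 CPM in Mmo (SD, n = 4) and 3.32 ± 1.37 CPM in Mav (SD, n = 5), a log2 fold change of 3.45 (standard error 0.40, adjusted p = 1.01e-04 from the edgeR test). AOX1B (AT3G22360) was at 1.92 ± 0.330 CPM in Mmo, where M4s lay at 2.41 and the others at 1.70 to 1.80, and at 0.0800 ± 0.0875 CPM in Mav, a log2 fold change of 4.54 (standard error 0.67, adjusted p = 3.94e-04), or 5.33 without A4. The carbonic anhydrase beta CA6 (AT1G58180) was also upregulated in Mmo, with a log2 fold change of 2.85 (standard error 0.48, adjusted p = 9.50e-04). The uncoupling protein AT5G58970 was upregulated in Mav, at 16.2 ± 2.65 CPM against 3.17 ± 0.532 CPM in Mmo, a log2 fold change of 2.35 (standard error 0.21, adjusted p = 2.28e-05). Since most genes of the list did not differ between Mav and Mmo, the paper concludes that a contribution of photosynthetic type and primary carbon metabolism to the separation of the species was not evident.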

Considering the Biological Process Gene Ontologies, the main differences between the species were observed for the secondary metabolism, phenylpropanoid biosynthesis and cell wall organization. To perform a detailed analysis of these processes, we made use of selected KEGG pathways maps (Supplemental Table S4). The rationale was to combine these KEGG pathway maps with our biochemical findings regarding the cross-species differences found in redox equivalents and the starch and sucrose content (Figure 4). Specifically, we targeted the maps: ath00940 (Phenylpropanoid biosynthesis, 128 enzymes), ath01110 (Biosynthesis of secondary metabolites, 1280 enzymes), ath00480 (Glutathione metabolism, 39 enzymes), ath04146 (Peroxisome, including superoxide dismutases in the analysis) and ath00500, which includes all the enzymes involved in starch and sucrose metabolism (76 enzymes). For the selected pathways, the differently expressed genes (*p* < 0.01, log fold change > 1) between Mav and Mmo were considered (Supplemental Table S4).

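Supplemental Table S4 lists 61 genes as upregulated in Mmo and 74 as upregulated in Mav at T0, chosen by the paper on these libraries, so that their call here is not independent evidence. Of these 135 genes, 127 were tested, and 126 were called in the listed direction at an adjusted p under 0.01 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 56 upregulated in Mmo and 70 in Mav. The remaining gene, ACS2 (AT1G01480), is listed as upregulated in Mav but had a log2 fold change of 6.90 towards Mmo (standard error 0.83, adjusted p = 1.26e-04). It was chosen after its values were seen. After summing near-identical libraries, 125 of the listed genes were called. The number stayed between 123 and 129 with each library left out in turn.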

Using this approach, we found 135 differently expressed genes at day 0 (61 genes were upregulated in Mmo; 74 genes upregulated in Mav). Most of the enzymes in the analysis are coded by multigenic families, and, unsurprisingly, we found that only some members of the gene family were differently expressed. However, with the exception of the largest gene families, a general consistency was found. This was the case for the genes of the starch and sucrose metabolism. 

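The sugar and starch genes SUS6, SUS1, TPS8, TPPB, TPPE, PHS1, PHS2, BAM2, APL4 and APS2 were tested at T0 between 4 Mmo and 5 Mav libraries with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and log2 fold changes are those of Mav over Mmo. SUS6 (AT1G73370) was at 8.93 ± 3.72 CPM in Mav and 0.743 ± 0.331 CPM in Mmo (SD), a log2 fold change of 3.60 (standard error 0.44, adjusted p = 1.39e-04). SUS1 (AT5G20830) was at 153 ± 76.9 CPM in Mav, where library A4 lay at 289 and the others at 103 to 142, and at 19.7 ± 5.42 CPM in Mmo, a log2 fold change of 2.97 (standard error 0.35, adjusted p = 1.25e-04). TPS8 (AT1G70290) had the largest difference of the genes with more than a few counts in each species, 63.9 ± 24.5 CPM against 1.22 ± 1.55 CPM, a log2 fold change of 5.77 (standard error 0.84, adjusted p = 3.66e-04), which was 7.11 without Mmo library M12c, at 3.49 CPM. The phosphatase genes TPPB (AT1G78090) and TPPE (AT2G22190) had log2 fold changes of 3.42 (standard error 0.60, adjusted p = 0.00109) and 2.64 (standard error 0.52, adjusted p = 0.00218). PHS1 (AT3G29320) was at 371 ± 74.8 CPM in Mav and 98.7 ± 11.4 CPM in Mmo, and PHS2 (AT3G46970) at 829 ± 265 CPM and 151 ± 23.8 CPM, log2 fold changes of 1.91 (standard error 0.20, adjusted p = 5.67e-05) and 2.45 (standard error 0.27, adjusted p = 7.19e-05). BAM2 (AT4G00490) had a log2 fold change of 3.59 (standard error 0.43, adjusted p = 1.35e-04), with Mmo library M1c at 1.95 CPM and the others at 0.730 to 0.874 CPM. For APL4 (AT2G21590) it was 2.21 (standard error 0.23, adjusted p = 5.69e-05), with M1c at 2.77 CPM and the other Mmo libraries at 1.96 to 2.04 CPM. APS2 (AT1G05610) had 82 counts in Mav and 1 in Mmo, in library M1c, a ratio of 60.5 at equal depth (95% exact binomial interval 10.6 to 2417, adjusted p = 0.00104), and at least 14.8-fold without M1c, against 3 counts over the Mmo libraries. For each of these genes every Mav library was above every Mmo library, and each was called with every library left out in turn where it could be tested and with near-identical libraries summed. Testing against the fold change threshold, TPPE was no longer called (adjusted p = 0.0127), and PHS1 was lost in a fit of the summed libraries over all conditions (adjusted p = 0.0259).

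**Figure D3:**
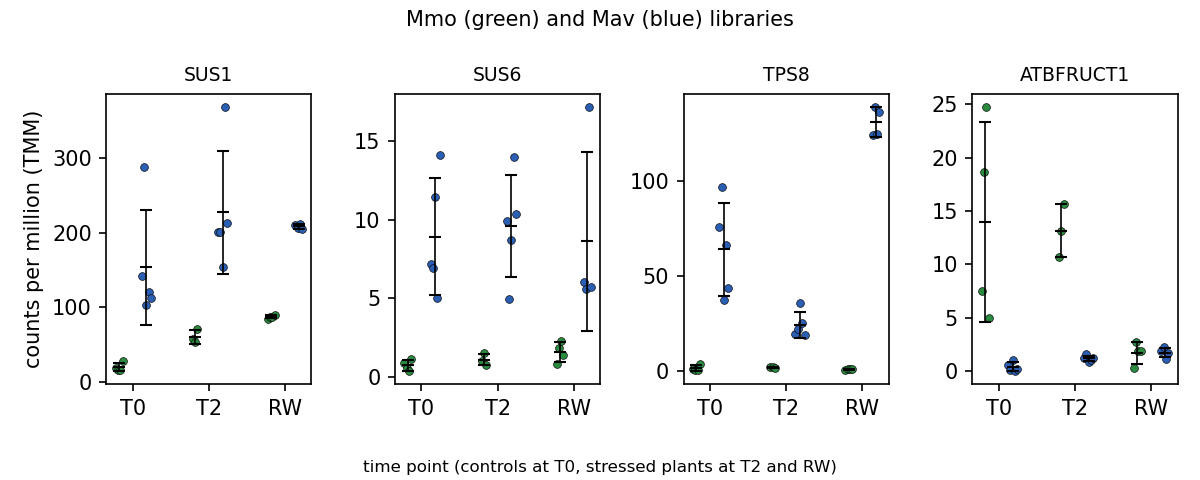
Expression (CPM) of SUS1, SUS6, TPS8 and ATBFRUCT1 in each Mmo (green) and Mav (blue) library at T0, T2 and RW, with mean and SD; T0 plants were controls, and T2 and RW plants had been droughted. For SUS1, SUS6 and TPS8 every Mav library lies above every Mmo library at each point.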

The isoforms of sucrose synthase (*SUS6*, *SUS1*), trehalose synthase (*TPS8*), trehalose phosphatase (*TPPB*, *TTPE*), the enzymes of starch degradation (*PSH1*, *PSH2*, *BAM2*) and synthesis (*APL4*, *APS2*) were found to be more highly expressed in Mav than in Mmo. In contrast, in Mmo, there was a relatively higher expression of cell wall invertase *ATBFRUCT1* (a.k.a. *CWI1*) and *AMY1*, a secreted protein with alpha-amylase activity. 

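ATBFRUCT1 (AT3G13790) was at 14.0 ± 9.35 CPM in Mmo (SD, n = 4) and 0.386 ± 0.410 CPM in Mav (SD, n = 5), a log2 fold change of Mmo over Mav of 5.14 (standard error 0.79, adjusted p = 5.24e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between 4.72 and 5.87, the highest without A45. AMY1 (AT4G25000) was at 29.3 ± 2.53 CPM in Mmo and 5.90 ± 1.36 CPM in Mav, a log2 fold change of 2.31 (standard error 0.20, adjusted p = 1.83e-05). Neither gene overlapped between the species at T0.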

Our analysis also showed differences in the expression of several β-glucosidases (*BGLU*) involved in sugar metabolism and cell wall remodeling [28]. In our dataset, differential expression was found for members of the subfamilies 5 and 10 (*BGLU27*, *BGLU31*, *BGLU32*, *BGLU45* upregulated in Mmo) and the subfamilies 1 and 6 (*BGLU11*, *BGLU33* upregulated in Mav). 

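At T0, 14 of the 16 BGLU genes of Supplemental Table S4 were tested, of which 7 were upregulated in Mmo and 2 in Mav. BGLU27 (AT3G60120) was at 26.4 ± 11.5 CPM in Mmo (SD, n = 4) and 1.22 ± 1.60 CPM in Mav (SD, n = 5), a log2 fold change of Mmo over Mav of 4.43 (standard error 0.89, adjusted p = 0.00243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 5.58 without A45. BGLU31 (AT5G24540) had 364 counts in Mmo and 0 in Mav, so that it was at least 165-fold higher in Mmo, taking 3 counts over the Mav libraries as the limit. BGLU32 (AT5G24550) had 409 counts in Mmo and 3 in Mav, a ratio of 185 at equal depth (95% exact binomial interval 62.8 to 900). BGLU45 (AT1G61810) had a log2 fold change of 4.30 (standard error 0.75, adjusted p = 0.00107), with Mmo library M12c at 2.09 CPM and the others at 9.71 to 10.6 CPM, all above the Mav libraries, which reached 0.671 CPM. In Mav, BGLU11 (AT1G02850) was at 8.57 ± 5.05 CPM against 0.347 ± 0.153 CPM in Mmo, a log2 fold change of Mav over Mmo of 4.59 (standard error 0.58, adjusted p = 1.66e-04). BGLU33 (AT2G32860) was at 127 ± 36.4 CPM in Mav, where library A4 lay at 189 and the others at 95.7 to 123, against 11.7 ± 1.62 CPM in Mmo. Counts of similar BGLU genes are uncertain, since only the best-scoring mappings to Arabidopsis were kept.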

A higher expression of a number of genes related to redox metabolism was found in Mmo. At day 0, ten glutathione S-transferases (GST), six cell wall peroxidases (Px) and three superoxide dismutases (SOD) were upregulated in Mmo, while one GST, four Pxs and one ascorbate peroxidase (APX) were down-regulated. On the other hand, catalase was not found to be differently expressed between the two species (at day 0 or at any other sampling point).

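The families were counted over the members that Supplemental Table S4 lists at any sampling point, at an adjusted p under 0.01 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At T0, 11 of 19 GST genes were upregulated in Mmo and 2, GSTF4 and GSTU18, in Mav, and the median log2 fold change of Mmo over Mav was 3.16. Of the 18 peroxidase genes, 14 were tested, 6 of which were upregulated in Mmo and 4 in Mav (AT1G71695, AT3G17070, AT3G21770 and AT4G21960). Of 4 SOD genes, 3 were upregulated in Mmo (CSD1, CSD2 and AT3G56350) and 0 in Mav, and of 3 APX genes, SAPX was upregulated in Mmo and APX5 in Mav. The members named here were chosen after their values were seen. With near-identical libraries summed, the counts were 10 and 2 for GST, 7 and 4 for peroxidases and 3 and 0 for SOD, in the order Mmo and Mav. With DESeq2 they were 12 and 2, 8 and 6, and 3 and 0. As for the BGLU genes, counts of similar members of a family are uncertain.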

### 2.2. Progressive Soil Water Deficit and Rewatering

#### 2.2.1. Physiological Evaluation

The water deficit treatment was imposed by withholding water at day 0 (T0). Photosynthesis (Pn) and stomatal conductance (G_s_) were recorded each day, as the soil dried, to reflect the ‘drought kinetic’ of the *Moricandia* species (Figure 6). The fraction of transpirable soil water (FTSW) technique serves as a relative scale based upon the start/end point G_s_ and the pot weight as the soil dries [29], allowing for a comparison of plants of differing sizes, species and pot sizes (e.g., [30,31]). It is noteworthy that the G_s_ values of Msu (the C2 species with strong C2-physiology on the basis of the CO_2_ compensation point and estimated photorespiration; Figure 2) were broadly lower than those of C2 Mav and C3 Mmo (Figure 6A). The drought kinetics in terms of the Pn and G_s_ response of C2 Mav and C3 Mmo were broadly identical; the internal CO_2_ concentration (Ci) decreased in Mmo and Mav, but not in Msu. Pn values were lower in C2 Msu once FTSW declined below 80%, although Ci did not decrease (Figure 6C). The decrease in Pn, G_s_ and Ci observed for Mm and Mav indicates the strong stomatal control of *P*_N_ (e.g., [32,33]). It is noteworthy that the foliar RWC of Msu when G_s_ fell to 10% of the values recorded at 100% FTSW were around 40%, while the RWC values of C3 Mmo and C2 Mav were ~60%.

The two C2 species showed a lower relative water content (RWC) at T2 (~10% of the starting G_s_) and maintained G_s_ at a lower leaf RWC than the C3 species. However, the three species showed quite severe drops in G_s_, as the plants went from full G_s_ to 50% to virtually zero stomatal conductance very rapidly.

#### 2.2.2. Cross-Species Comparison at the Physiological and Biochemical Levels

To perform a cross-species comparison, the data were normalized, i.e., the fold change to its respective control for each parameter was considered (Figure 7). Using this approach, and when considering the physiological and biochemical parameters, Mmo treatments separate along the first axis, revealing a strong response to drought and drought recovery. Mav treatments separated along the second axis, which explained a lower variation. Msu treatments separated along the first axis when considering the physiological data and along the second axis when considering the biochemical parameters. Considering all the physiological parameters available (Supplemental Table S1), Mmo was affected at T1 (~50–60% of the starting G_s_), while the C2 species showed alterations only at T2, with a few exceptions in Mav: G_s_, photorespiration was affected at T1; respiration in the light (Rd) and in the dark (Rn) was not affected by drought. The effect of stomatal closure was observed in the three species, i.e., Pn was highly responsive to G_s_. In this way, photosynthesis was largely controlled by stomata and increased the diffusive resistance to the uptake of CO_2_. It was also observed that photorespiration declined with Pn. Regarding recovery, Mav exhibited a faster recovery than Mmo and Msu in terms of G_s_ and Pn (Figure 6, Supplemental Table S1). The multivariate analysis of the biochemical data (Figure 7C; Supplemental Table S2) shows that, in both Mmo and Mav, T1 and RW grouped more closely than they did in T2, indicating a strong T2 effect that were not visible in rewatering. Our data show that, at T1, a higher number of parameters were affected in Mav (only sucrose, glucose and fructose were not affected) than in Mmo (only raffinose, a typical stress-responsive oligosaccharide, was affected [34]).

#### 2.2.3. Cross-Species Transcriptome Comparison at T2 and RW

As described in Section 2.1.2, quantitative transcriptome analysis focuses on the diploids Mmo and Mav. 

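The libraries of droughted plants comprised 3 of Mmo, 5 of Mav and 4 of Msu at T2, and 4 of each species at RW, 1 day after rewatering. The total count per library at T2 ranged from 24399329 to 37102309 in Mmo (median 32894627), from 22614972 to 30395011 in Mav (median 27609630) and from 23927387 to 35478695 in Msu (median 28144180). At RW it ranged from 30402444 to 37216697 in Mmo (median 32865800), from 22346621 to 35912132 in Mav (median 29010300) and from 26769899 to 41675513 in Msu (median 29638300). At T1, 3 libraries of Mmo, 1 of Mav and 3 of Msu came from droughted plants, which were not compared because Mav had no replicate. Mmo and Mav were compared at T2 and at RW with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p under 0.01 and an absolute log2 fold change over 1. With near-identical libraries counted once, T2 held 2 distinct profiles of Mmo and 4 of Mav, and RW held 2 of each. At RW, libraries M26s, M27s and M28s of Mmo were near-identical beside M25s, and A30s, A38s and A42s of Mav beside A40s. At T2, this held for M17s and M19s of Mmo and for A28s and A44s of Mav.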

Establishing the comparison as Mmo vs. Mav, major differences between the two species were observed (Figure 8). At T2, 2456 genes show differential expression (*p* < 0.01, log fold change > 1; 1405 upregulated in Mmo; 1051 genes upregulated in Mav), while at RW, 2632 genes show differential expression (*p* < 0.01, log fold change > 1; 1226 upregulated in Mmo; 1406 genes upregulated in Mav). 

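At T2, 20561 genes were tested, and 4521 were called, 2398 upregulated in Mmo and 2123 upregulated in Mav. At RW, 5993 of 20111 genes were called, 2946 upregulated in Mmo and 3047 upregulated in Mav. For 4493 of the genes called at T2 and 5829 of those called at RW, the libraries did not overlap between the species. Chance would give 3.57% of the genes tested at T2 and 2.86% at RW without overlap, where 45.9% and 55.6% were seen. When near-identical libraries count as 1, chance would give 13.3% and 33.3%, and 48.8% and 62.6% were seen. The T2 count depended on keeping both of the near-identical Mmo libraries, since it was 2627 without M17s and 2628 without M19s. It did not fall as far without M20s, the remaining Mmo library, and without any library other than M17s and M19s it was at most 5135. At RW it stayed between 5150 and 7846 with each library left out in turn. With near-identical libraries summed, which left 2 Mmo and 4 Mav profiles at T2 and 2 of each at RW, 1347 genes were called at T2 and 0 at RW. At RW, the lowest adjusted p was then 0.0179, 5636 genes had an unadjusted p under 0.05, and 1296 genes were called at an adjusted p under 0.05. This was the alternative that moved the count most, and it was chosen after seeing the values. With DESeq2 on the separate libraries, 6516 genes were called at T2 and 7749 at RW. In the same summed data, fitted together with all other conditions, 1640 genes were called at RW. All RW calls named in the text are therefore calls on libraries taken as separate replicates. The genes with the largest changes and no overlap at T2 were AT4G35370 in Mmo, with a ratio of 9643 at equal depth (95% exact binomial interval 1730 to 380930, from 6760 counts against 1; at least 2516-fold without A39s), and AT2G28700, at least 640-fold higher in Mmo. AT1G06110 was at least 1849-fold and AT1G16705 at least 1393-fold higher in Mav, with 0 counts in Mmo; these limits were 1218 and 918 without M17s and 1129 and 850 without M19s. For AT1G06110, A35s was at 41.9 CPM and the other Mav libraries at 58.1 to 63.2 CPM. At RW they were AT2G41440 and AT5G45310, at least 757-fold and 733-fold higher in Mmo, and AT5G36930 and AT2G43220 in Mav. AT5G36930 had 4410 counts in Mav and 1 in Mmo, a ratio of 5113 (95% exact binomial interval 917 to 201982; at least 1211-fold without M26s), and AT2G43220 was at least 312-fold higher, with A40s at 8.49 CPM and the other Mav libraries at 6.00 to 6.41 CPM.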

Several genes were found to be simultaneously upregulated at T2 and RW: 42 genes in Mav and 120 genes in Mmo.

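Of the genes called at T2, 1030 were upregulated in Mmo and 935 were upregulated in Mav at RW as well, 43.0% and 44.0% of the T2 calls of each direction. If the T2 and RW calls were independent, 319 and 290 genes would be shared. A further 148 genes were called at both points in opposite directions. Of the shared genes, 563 were also upregulated in Mmo at T0 at an adjusted p under 0.01, and 611 in Mav. Without M17s or M19s at T2, the shared counts fell to between 580 and 683. With near-identical libraries summed, no gene was called at RW, and none was shared, while the fit of the summed libraries over all conditions gave 375 in Mmo and 488 in Mav.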

Enrichment analysis (false discovery rate, FDR < 0.05) allowed us to further highlight major differences between species (Supplemental Table S5). Biological processes related to the photosynthetic physiologies of the *Moricandia* species were not over-represented. 

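At T2, 67 of the 68 genes of Supplemental Table S3 were tested and 20 were called at an adjusted p under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 7 upregulated in Mmo and 13 in Mav. At RW, 67 were tested and 14 called, 5 upregulated in Mmo and 9 in Mav. Adjusted over the list alone, the counts were 25 and 14. The called share of the list, 29.9% at T2 and 20.9% at RW, compares with 22.0% and 29.8% of the other genes (Fisher's exact test, two-sided, p = 0.138 and 0.140, both 0.210 after adjustment over the 3 sampling points). Random lists matched on expression held a median of 15 called genes at T2, with 95% between 9 and 22, and of 17 at RW, with 95% between 10 and 24. No set test of a shift towards one species passed an adjusted p of 0.05, with camera at 0.496 and 0.587, with an estimated correlation at 0.951 for both, and with fry at 0.331 and 0.0922, while fry's mixed test, which counts changes in either direction, gave unadjusted p of 1.41e-09 and 1.72e-10. Median log2 fold changes of Mmo over Mav were -0.10 at T2 and -0.24 at RW, and the means were -0.18 and -0.07. The T2 count was 8 without M19s of Mmo and 10 without M17s. After summing near-identical libraries it was 5 at T2 and 0 at RW. The table marks 4 genes at T2 and 5 at RW, and all were called in the marked direction. The carbonic anhydrase beta CA1 (AT3G01500) was at 2814 ± 2067 CPM in Mmo (SD, n = 3) and 55.9 ± 41.8 CPM in Mav (SD, n = 5) at T2, a log2 fold change of 5.65 (standard error 0.80, adjusted p = 6.69e-04). At RW, AOX1B had 156 counts in Mmo and 3 in Mav, a ratio of 44.9 at equal depth (95% exact binomial interval 15.1 to 220), or 105 without A30s. The uncoupling protein AT5G58970 was upregulated in Mav at RW, with a log2 fold change of Mav over Mmo of 1.82 (standard error 0.16, adjusted p = 3.58e-05), and Mav library A40s at 12.7 CPM beside others at 17.8 to 18.7 CPM.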

The analysis of specific genes and functional categories related to CO_2_ concentrating mechanisms, the Calvin cycle and the C2 metabolic signature for Mmo and Mav did not reveal major alterations (Supplemental Table S3), with the possible exception of the N shuttle, which is considered to act in C2-type photosynthesis [17]. Three of the four aspartate aminotransferase genes (upregulated in Mav) and one of the two dicarboxylate transporter genes (upregulated in Mmo) were found to be differentially expressed. 

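In the N shuttle, log2 fold changes of the aspartate aminotransferase genes are given as Mav over Mmo, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At T2, ASP3 (AT5G11520) was at 471 ± 111 CPM in Mav (SD, n = 5) and 113 ± 15.6 CPM in Mmo (SD, n = 3), a log2 fold change of 2.06 (standard error 0.26, adjusted p = 3.85e-04). ASP2 (AT5G19550) was at 123 ± 9.70 CPM in Mav and 26.6 ± 10.3 CPM in Mmo, a log2 fold change of 2.21 (standard error 0.28, adjusted p = 3.93e-04). For ASP1 (AT2G30970) it was 1.42 (standard error 0.21, adjusted p = 7.88e-04), and it was not called at T2 after summing near-identical libraries (adjusted p = 0.0151). At RW, ASP3 had a log2 fold change of 1.85 (standard error 0.09, adjusted p = 2.49e-06), ASP1 of 2.08 (standard error 0.21, adjusted p = 8.69e-05) and ASP2 of 1.14 (standard error 0.09, adjusted p = 2.82e-05). For ASP1, Mav library A40s was at 159 CPM at RW and the others were at 88.2 to 93.0 CPM. The chloroplast dicarboxylate transporter Dit2 (AT5G64280) was upregulated in Mmo, at 33.9 ± 9.89 CPM against 7.49 ± 2.06 CPM in Mav at T2 and 76.7 ± 9.93 CPM against 8.18 ± 1.06 CPM in Mav at RW (SD, n = 4 each). Its log2 fold changes of Mmo over Mav were 2.18 (standard error 0.29, adjusted p = 4.75e-04) and 3.23 (standard error 0.14, adjusted p = 2.02e-06). None of these genes was called at RW after summing near-identical libraries.

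**Figure D4:**
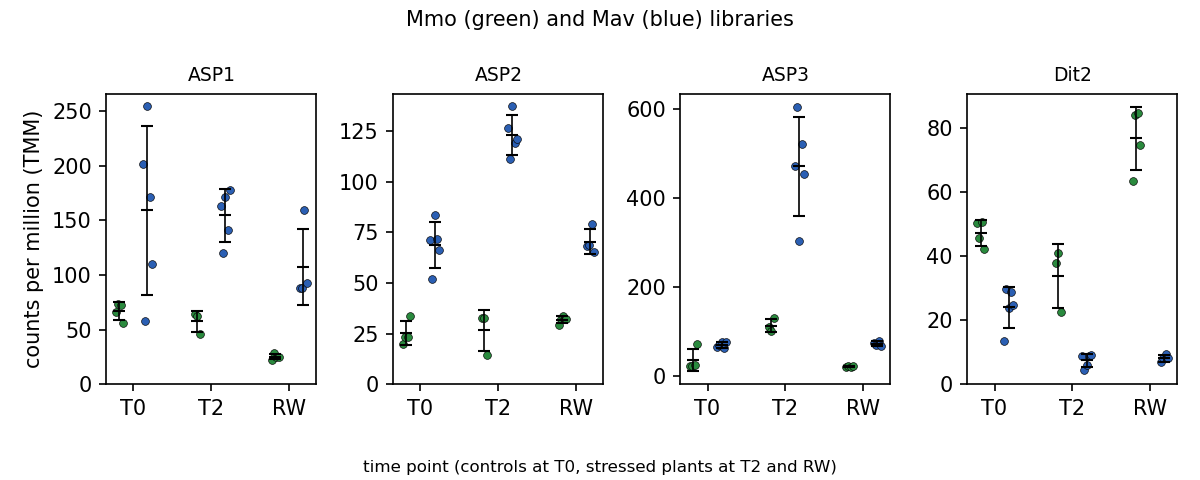
Expression (CPM) of ASP1, ASP2, ASP3 and Dit2 in each Mmo (green) and Mav (blue) library at T0, T2 and RW, with mean and SD; T0 plants were controls, and T2 and RW plants had been droughted. At T2 and RW every Mav library lies above every Mmo library for the ASP genes and below for Dit2.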

The data also showed that a higher number of genes were differently affected at early recovery than at T2 (687 vs. 433), illustrating distinct responses in drought recovery. At rewatering (RW), differences were found in functional categories related to the carbohydrate metabolism (including sucrose), cell wall-related pathways, oxi-reduction process and secondary metabolism (Supplemental Table S5). As described in Section 2.1.2, we specifically targeted several KEGG pathways maps and compiled those genes that were differently expressed between Mav and Mmo in Supplemental Table S4 (*p* < 0.01, log fold change > 1).

At T2 (severe drought), 151 genes of the selected pathways were differently expressed (94 upregulated in Mmo, 57 upregulated in Mav). 

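Of the 151 genes listed at T2, 94 for Mmo and 57 for Mav, 148 were tested and all 148 had the listed direction. At an adjusted p under 0.01 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 141 were called, 86 upregulated in Mmo and 55 in Mav. After summing near-identical libraries the count was 83, and with the fit of the summed libraries over all conditions 127. Leaving out one library in turn gave 117 to 144.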

We also found that 43 of these genes (~30%) were also differently expressed at T0 with the same trend (upregulated in Mav at T0 and T2, upregulated in Mmo at T0 and T2). 

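Of the 43 genes that Supplemental Table S4 lists with the same direction at T0 and T2, 42 were called at both points here. Over all 313 genes that the table lists at any point, 84 were called with the same direction at T0 and T2, 50 upregulated in Mmo and 34 upregulated in Mav, and 8 were called in opposite directions.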

Similar to T0, sucrose synthase (*SUS1*, *SUS6*) and trehalose-6-phosphate synthase (*TPS8*) were upregulated in Mav, while *CWI1* was upregulated in Mmo. 

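At T2, SUS6 was at 9.60 ± 3.26 CPM in Mav (SD, n = 5) and 1.11 ± 0.370 CPM in Mmo (SD, n = 3), a log2 fold change of Mav over Mmo of 3.10 (standard error 0.42, adjusted p = 5.14e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SUS1 was at 227 ± 82.3 CPM in Mav, where A37s lay at 369 and the others at 153 to 213, and at 60.1 ± 9.21 CPM in Mmo, a log2 fold change of 1.92 (standard error 0.30, adjusted p = 0.00110). It was not called after summing near-identical libraries (adjusted p = 0.0162). TPS8 was at 24.2 ± 6.92 CPM in Mav and 1.54 ± 0.324 CPM in Mmo, a log2 fold change of 3.97 (standard error 0.32, adjusted p = 5.14e-05). ATBFRUCT1 (CWI1) was at 13.2 ± 2.47 CPM in Mmo and 1.17 ± 0.273 CPM in Mav, a log2 fold change of Mmo over Mav of 3.48 (standard error 0.28, adjusted p = 5.22e-05).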

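Of the starch genes that differed at T0, APL4 (AT2G21590) was not called at T2 (log2 fold change of Mmo over Mav -1.11, standard error 0.32, adjusted p = 0.0203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and APS2 had too few counts to be tested, 3 in Mmo and 13 in Mav. PHS1 (AT3G29320) was at 76.0 ± 22.5 CPM in Mmo (SD, n = 3) and 21.6 ± 3.08 CPM in Mav (SD, n = 5), a log2 fold change of 1.81 (standard error 0.21, adjusted p = 2.68e-04). PHS2 (AT3G46970) was at 39.9 ± 10.5 CPM in Mmo and 16.4 ± 3.03 CPM in Mav, a log2 fold change of 1.28 (standard error 0.22, adjusted p = 0.00185). AMY1 (AT4G25000) had a log2 fold change of 1.24 (standard error 0.27, adjusted p = 0.00561). For BAM2 (AT4G00490), which was higher in Mav, it was -1.94 (standard error 0.23, adjusted p = 3.10e-04). After summing near-identical libraries, PHS1 (adjusted p = 0.00407) and BAM2 (adjusted p = 0.00879) were called, and PHS2 (adjusted p = 0.0134) and AMY1 (adjusted p = 0.0507) were not. In the fit of the summed libraries over all conditions none of the 4 was called at an adjusted p under 0.01 (PHS1 0.0393, BAM2 0.0440, PHS2 0.115 and AMY1 0.137).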

Unlike T0, at T2, no differences in expression were found for enzymes related to starch biosynthesis or degradation. Similar to what was found at T0, several *BGLU* were differently expressed; more genes were upregulated in Mmo (*n* = 8) than in Mav (*n* = 3), namely, BGLU involved in lignification (*BGLU45-46*, subfamily 10 [28]). 

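Over the 16 BGLU genes that Supplemental Table S4 lists at any point, 15 were tested at T2, and 10 were upregulated in Mmo and 3, BGLU11, BGLU28 and BGLU29, in Mav (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BGLU28 and BGLU29 were named after their values were seen. After summing near-identical libraries, 4 were upregulated in Mmo and 3 in Mav. BGLU45 was at 6.39 ± 1.48 CPM in Mmo (SD, n = 3) and 0.0341 ± 0.0384 CPM in Mav (SD, n = 5), a log2 fold change of Mmo over Mav of 7.31 (standard error 0.67, adjusted p = 8.15e-05), or 8.07 without A44s. BGLU46 (AT1G61820) was at 4.48 ± 3.02 CPM in Mmo and 0.387 ± 0.219 CPM in Mav, a log2 fold change of 3.53 (standard error 0.59, adjusted p = 0.00154), or 2.83 without M20s, and was not called after summing (adjusted p = 0.0103).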

Redox-related genes were also found to be differently expressed. The GST expression profile was found to be highly distinctive at T0 (and at RW), and this was not observed at T2. On the other hand, the expression of superoxide dismutases (SOD) and peroxidases showed the largest differences between species at T2, as two SODs, five cell wall peroxidases and two ascorbate peroxidases (APX) were upregulated in Mmo (versus three cell wall peroxidases upregulated in Mav).

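Of the 19 GST genes of Supplemental Table S4, 18 were tested at T2, and 8 were upregulated in Mmo and 3, GSTF4, GSTL3 and GSTU18, in Mav, the latter named after their values were seen (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median log2 fold change of Mmo over Mav was 1.94. With DESeq2, 12 were upregulated in Mmo, and after summing near-identical libraries 5 in Mmo and 0 in Mav.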

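At T2, 2 of the 4 SOD genes, AT3G56350 and AT4G00651, were upregulated in Mmo and 0 in Mav (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 16 peroxidase genes tested, 6 were upregulated in Mmo and 2, AT3G17070 and AT2G22420, in Mav. Of 3 APX genes, SAPX and TL29 were upregulated in Mmo. These members were named after their values were seen. With near-identical libraries summed, 1 SOD, 3 peroxidase and 1 APX gene were upregulated in Mmo, and 1 peroxidase gene in Mav. With single libraries left out, the SOD count was 1 in all fits but that without A35s, 1 peroxidase gene was left in Mav without M17s or M19s, and 1 APX gene was upregulated in Mav without M20s.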

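Of the 153 genes that Supplemental Table S4 lists at RW, 146 were tested, and 144 were called in the listed direction at an adjusted p under 0.01 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 78 upregulated in Mmo and 66 in Mav. RNR2A (AT3G23580), listed for Mav, had a log2 fold change of 1.93 towards Mmo (standard error 0.13, adjusted p = 1.11e-05). It was named after its values were seen. Near-identical libraries left 2 profiles of each species at RW, and after summing them 0 of the listed genes were called, while the fit of the summed libraries over all conditions called 63.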

At RW, 153 genes of the selected pathways were differently expressed (84 upregulated in Mmo, 69 upregulated in Mav). The expression pattern of 56 genes (~37%) was equal between RW and T2. 

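The table lists 55 genes with the same direction at T2 and RW, and 48 of them were called at both points here. Over the 313 genes listed at any point, 98 were called with the same direction at T2 and RW, 55 upregulated in Mmo and 43 in Mav, and 8 in opposite directions.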

Sugar and starch-related enzyme expression was found to be similarly expressed in Mav and Mmo, with possible exceptions in the upregulation of aspartate aminotransferase (*APS1*, *APS3*) and trehalose-related metabolism (*TPS8*, *TPS11*) in Mav. 

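At RW, TPS8 was at 131 ± 7.75 CPM in Mav (SD, n = 4) and 0.732 ± 0.220 CPM in Mmo (SD, n = 4), a log2 fold change of Mav over Mmo of 7.46 (standard error 0.23, adjusted p = 4.87e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TPS11 (AT2G18700) was at 168 ± 9.07 CPM in Mav and 29.8 ± 9.87 CPM in Mmo, where M25s lay at 15.1 and the others at 34.3 to 35.5, a log2 fold change of 2.50 (standard error 0.26, adjusted p = 1.01e-04). SUS1 had a log2 fold change of 1.26 (standard error 0.07, adjusted p = 5.63e-06). For SUS6 it was 2.44 (standard error 0.48, adjusted p = 0.00260), with Mav library A40s at 17.2 CPM and the others at 5.59 to 6.05 CPM, and SUS6 was not called without M28s of Mmo. APS2 was also higher in Mav, by 3.88 (standard error 0.52, adjusted p = 3.55e-04), from 82 counts in Mav and 6 in Mmo. PHS2 and AMY1 were higher in Mmo, with log2 fold changes of Mmo over Mav of 2.17 (standard error 0.17, adjusted p = 2.59e-05) and 3.12 (standard error 0.46, adjusted p = 6.07e-04). PHS1, BAM2, APL4, TPPB, TPPE and ATBFRUCT1 were not called at RW, with adjusted p between 0.0346 and 0.984. After summing near-identical libraries, no gene was called at RW.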

Regarding the redox-related metabolism, the biggest differences were due to the upregulation of 12 glutathione S-transferases (GST), only in Mmo. 

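At RW, 11 of the 19 GST genes of Supplemental Table S4 were upregulated in Mmo and 1, GSTL3, in Mav, with a median log2 fold change of Mmo over Mav of 3.04 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GSTL3 was named after its values were seen. With DESeq2, 15 were upregulated in Mmo and 3 in Mav, and after summing near-identical libraries 0 in either species. Of the 12 genes the table lists for Mmo at RW, 11 were called here. All 4 SOD genes were upregulated in Mmo, and of the APX genes SAPX was upregulated in Mmo and APX5 in Mav. After summing, 0 SOD and 0 APX genes were called.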

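Of the 18 peroxidase genes of Supplemental Table S4, 13 were tested at RW, of which 5 (AT2G35380, AT2G37130, AT4G36430, AT5G06730 and AT5G64120) were upregulated in Mmo and 6 in Mav. The median log2 fold change of Mmo over Mav was -0.67, over members that went both ways. With DESeq2 the counts were 8 and 6, and without M26s 3 were upregulated in Mmo. With near-identical libraries summed, the counts were 0 and 0. The genes named were chosen after their values were seen.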

Peroxidases, namely, cell wall peroxidases, did not exhibit a clear pattern (five cell wall peroxidases were upregulated in Mav; six cell wall peroxidases and one stromal peroxidase were upregulated in Mmo). 

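At RW, 12 BGLU genes of Supplemental Table S4 were tested, of which 4 (BGLU2, BGLU25, BGLU27 and BGLU45) were upregulated in Mmo and 3 (BGLU11, BGLU33 and BGLU46) in Mav with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2 the counts were 6 and 4, and without M25s 6 and 6. With near-identical libraries summed, they were 0 and 0. BGLU31 and BGLU32, with 68 and 102 counts in Mmo and 0 in Mav, were below the filter on low counts. BGLU2 and BGLU25 were named after their values were seen.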

A higher number of *BGLU* genes were also found to be upregulated in Mmo at RW.

Considering the selected pathways, our approach showed a clear distinction between Mav and Mmo, irrespective of the growing conditions, such distinctiveness relying on metabolic pathways other than photosynthesis, e.g., secondary metabolism.

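Of the 313 genes that Supplemental Table S4 lists at any sampling point, 169 were called between Mmo and Mav at T0 (84 upregulated in Mmo and 85 in Mav), 177 at T2 (108 and 69) and 196 at RW (103 and 93), at an adjusted p under 0.01. After summing near-identical libraries, 159 were called at T0, 91 at T2 and 0 at RW. Across all genes tested at both points, the log2 fold changes of Mmo over Mav were correlated between T0 and T2 (Pearson's r = 0.611, 19474 genes), T0 and RW (r = 0.766, 19566 genes) and T2 and RW (r = 0.636, 19466 genes), although genes are not independent replicates. No library was shared between these comparisons. In the well-watered controls, 1266 genes were called between the species at T2, where Mmo had 2 libraries, and 2694 at RW. From the differences in the selected pathways at all sampling points, the paper concludes that Mav and Mmo are distinct irrespective of growing conditions and that this rests on metabolic pathways other than photosynthesis.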

## 3. Discussion

The three *Moricandia* species under study, grown at a near-optimal temperature for C3 photosynthesis, show distinct biochemical features that allow for a gross separation between C2 and C3 species. This probably reflects the origins of the genus *Moricandia*, as Mav belongs to the African clade and Mmo belongs to the Iberian clade [12]. As observed in previous studies [17], the C2 metabolic signature was not observed in our work. At the physiological level, it was not clear if the photorespiratory shuttle was operating. Under progressive drought, Pn was largely controlled by stomatal closure and increased diffusive resistance to the uptake of CO_2_ in Mmo and Mav. Our working hypothesis was that Mav C2-physiology would be active only when advantageous. Indeed, the C2-physiology is described as improving carbon assimilation and water use efficiency under drought conditions [18]. Such phenotypic plasticity has been observed in several facultative C2, C4 and CAM species, where the plants switch to these metabolic syndromes from C3 metabolism when coping with less favorable environmental conditions [35,36,37]. However, under drought and early rewatering, the C2-physiology did not become increasingly evident. We hypothesize that: (i) C2-physiology does not provide sufficient benefits to cope with drought when plants are grown at a near-optimal temperature for C3 photosynthesis; (ii) the drought conditions assayed were not favorable to the establishment/revelation of a C2 feature; or (iii) the functioning of the C2 pathway was affected by other factor(s). Regarding the last hypothesis, Winter et al. [38] found that the CO_2_ compensation point in Mav is affected by the nitrogen source. In addition, a metabolic blockage has already been observed in Bromlieads, where the shift from C3 metabolism to CAM was observed under drought [35,36] only when nitrate was absent in the growing media [39,40].

While the C2-signature was not evident, the biochemical and transcriptome characterization highlighted distinct metabolic backgrounds that were maintained at severe drought (T2) and early recovery (RW). Our approach discloses the potential role of several multigenic families in such distinctiveness, namely, those involved in sugar metabolism. Considering the role of sugars as growth substrates and signaling molecules, the coordinated function of several enzymes, namely, invertases and sucrose synthase, impacts the sucrose-to-hexose ratios and sucrose availability, and distribution needs to be balanced between growth and translocation in source leaves. Sucrose feeds several metabolic pathways such as respiration, starch, cellulose and callose synthesis. Several sucrose synthase mutants (*SUS*, *sus*) show altered starch accumulation patterns and higher sucrose synthase activity relating to a higher starch content [41]. While starch accumulation is considered to be related to sucrose synthase activity, the level of dependence is under discussion [41,42,43]. In the terms of sucrose-to-starch status, trehalose-6-P (T6P) is considered to be a major player. T6P is considered to act as a signaling and feedback regulator linking growth to carbon status [44,45]. The cross-species comparison between Mav and Mmo shows a lower sucrose content and a higher starch content in Mav. At a transcriptomic level, it co-occurs with the higher expression of *SUS1*, *SUS6* and trehalose-6-phosphate phosphatase (*TPPE* and *TTPB*). A higher starch content is compatible with higher *SUS* expression. On the other hand, a lower sucrose content is compatible with higher *SUS* expression (that hydrolyzes sucrose) and higher *TPP* expression, as the enzyme hydrolyzes T6P to trehalose, and strong and positive correlations between sucrose and T6P were found [44]. In addition, none of the *TPS* genes coding for catalytic active proteins (*TPS1* to *TPS4* [46]) were found to be differently expressed in our dataset, supporting differential levels of T6P due to TPP activity. All TPP genes from *Arabidopsis* (*TPPA*-*TPPJ*) are considered to be active [47,48], and in our dataset, the upregulation in Mav of *TPPE* (with a role in stomata activity via ABA signaling [49]) and *TTPB* (involved in the regulation of the number of leaf cells [48]) is observed. Nevertheless, we only found differential expression for *TPS8* (upregulated in *Mav*). *TPS8* belongs to a non-catalytic TPS class [46] and has possible regulatory functions associated with abiotic and biotic responses, although the role of these proteins remains elusive [50].

Taken together, the transcriptomics analysis in Mav showed a lower expression of *SUS1* and *SUS6* (two of the six sucrose synthase genes in *Arabidopsis* [41]) and a higher expression of *TPPB* and *TPPE* (two of the ten known trehalose-6-phosphate phosphatase genes in Arabidopsis [47]), which agrees with the lower sucrose content and the higher starch content. The distinct carbon status (sucrose-to-starch and sucrose-to-hexose ratios) will also impact the cell wall metabolism, as revealed by the differential expression of several β-glucosidases (*BGLU*) involved in the sugar metabolism, cell wall remodeling and stress responses [51]. BGLU can act intra- and extracellularly, being coded by a large gene family (48 *loci*). The several isoforms are grouped into subfamilies according to their phylogenetic distance and putative function [28,52]. In our dataset, 14 *BGLU* with a wide specificity for β-D-glucosides, hydrolyzing terminal non-reducing β-D-glucosyl residues and releasing β-D-glucose (EC 3.2.1.21), and two ABA-specific β-glucosidases, acting on ABA-glucose ester (EC 3.2.1.175 [53]), were found to be differently expressed between Mmo and Mav. It is assumed that members of different subfamilies exhibit distinct substrate specificities and, thus, subfamily functionalities do not overlap [28]. However, *BGLU33* (AT2G32860, a unique member of subfamily 6) is able to rescue *bglu18* mutants [54], and, thus, both BGLU33 and BGLU18 (AT1G52400, sub-family 3) can be involved in the degradation of the biologically inactive ABA-glucose ester (ABA-GE, [55]). ABA-GE is generally found in vacuoles or the apoplast and can be transported into the endoplasmatic reticulum from the apoplast [55,56]. 

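BGLU18 (AT1G52400) was at 835 ± 171 CPM in Mmo (SD, n = 3) and 40.2 ± 20.3 CPM in Mav (SD, n = 5) at T2, a log2 fold change of Mmo over Mav of 4.38 (standard error 0.44, adjusted p = 1.22e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called with each library left out in turn, between 4.16 and 4.55, and with near-identical libraries summed.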

BGLU18 has an endoplasmatic reticulum retention signal, its activity being associated with increased ABA levels under drought [55,57], and in our dataset, it was upregulated in Mmo at T2. On the other hand, *BGLU33*, acting in the vacuole, was found to be downregulated at T0 and RW in Mmo. These data indicate the distinct regulation of the ABA metabolism due to severe drought (T2) and early drought recovery (RW) in Mav and Mmo. Nevertheless, further functional characterization is necessary, as the discussion on substrate specificity and physiological functions within the enzyme family is still ongoing. 

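At T0, the log2 fold change of BGLU33 (AT2G32860) was -3.44 for Mmo over Mav (standard error 0.24, adjusted p = 6.78e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At RW, it was at 21.4 ± 5.37 CPM in Mmo (SD, n = 4) and 115 ± 12.8 CPM in Mav (SD, n = 4), a log2 fold change of -2.43 (standard error 0.18, adjusted p = 1.97e-05). At T2 it was -1.30 and not called (adjusted p = 0.0379). The RW call was lost after summing near-identical libraries.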

Recent work highlights that, in addition to the typical myronisanes BGLU34–BGLU39 [28], BGLU18–BGLU33 are also able to hydrolyze coumarin glucosides such as scopolotin and have a dual role as *S*- and *O*-glucosidases [57]. Myrosinases turn biologically inactive glucosinolates into active cyanogens, such a breakdown being involved in abiotic stress responses [57]. 

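Genes of glucosinolate breakdown were taken from Supplemental Table S5, which lists 9 of them under that process, a list that the study picked from these libraries. At T2, all 9 were upregulated in Mmo, with a median log2 fold change of Mmo over Mav of 4.38 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT1G54040 had the highest level of them, 9565 ± 2823 CPM in Mmo (SD, n = 3) and 539 ± 120 CPM in Mav (SD, n = 5), and was singled out after its values were seen. Of these, 4 were called at T2 with near-identical libraries summed, and 8 in the fit of the summed libraries over all conditions. At RW, 6 were tested and 2 were called, AT1G47600 and AT3G03640, both upregulated in Mmo, and the median log2 fold change was 0.09. With near-identical libraries summed, 0 were called at RW. At T0, 7 were tested and 4 were upregulated in Mmo. At no sampling point was one of them upregulated in Mav.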

Our approach highlights a greater role for glucosinolates in drought and early recovery responses in Mmo in comparison with Mav. In addition to the intracellular acting BGLU, extracellular BGLU45 and BGLU46 are also involved in cell wall lignification [28,58] and were found to be upregulated in Mmo. 

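At RW, BGLU45 (AT1G61810) was at 7.19 ± 3.52 CPM in Mmo (SD, n = 4) and 0.198 ± 0.0490 CPM in Mav (SD, n = 4), a log2 fold change of Mmo over Mav of 5.16 (standard error 0.42, adjusted p = 2.76e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BGLU46 (AT1G61820) was at 0.144 ± 0.0549 CPM in Mmo and 0.624 ± 0.283 CPM in Mav at RW, a log2 fold change of -2.08 (standard error 0.43, adjusted p = 0.00344), and was not called without M27s or M28s of Mmo. At T0 the log2 fold change of BGLU46 was 0.11 (standard error 0.49, adjusted p = 0.870), smaller than the spread between replicates. BGLU46 had few reads at RW, 20 counts over the Mmo libraries and 78 over the Mav libraries. Both RW calls were lost after summing near-identical libraries.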

Taken together with the higher expression of several secreted peroxidases (Class III) in Mmo, it is indicative of a potential difference in the level of cross-linking between cell wall compounds [59], with Mmo potentiality showing reduced cell extensibility and growth. The higher expression of several cell wall peroxidases and glutathione *S*-tranferases (GST) in Mmo further supports our biochemical findings, showing a higher reducing potential in this species. The redox state is a primary modulator of developmental processes, and, in addition to its catalytic functions, GST can have a non-catalytic role by modulating the ratio of reduced-to-oxidized glutathione forms [60].

The GST expression patterns were found to be quite distinct at T0 and RW but not so evident at T2. GST is associated with multiple functions in the growth, development and stress responses; several GSTs are identified as binding proteins of auxin and cytokinin [60,61]. GST is coded by a large multigenic superfamily and can act in the cytosol, microsomes and mitochondria [60]. In our dataset, differences were found for the plant-specific GST classes Tau and Phi, with serine as the active site residue, also exhibiting peroxidase activity [61,62,63]. GSTs are grouped into classes that usually have different general substrate profiles [60], both Tau and Phi GST being considered to be involved in development and stress responses [61,62,64]. Tau GSTs are subdivided into several classes according to their putative functional roles [62], which include stress responses (subclass I) and GSTs with a low affinity to glutathione but an ability to bind RNA (subclass II). Phi GST roles are related to environmental responses, playing a role in the biosynthesis and transport of secondary metabolites [64]. These metabolites can act as antioxidants under stress but are also developmental regulators, as flavonoid modulators of auxin signaling [60]. Considering both the catalytic and non-catalytic roles of GST and GST’s connections with hormone homeostasis, the differential expression of several GST genes may contribute to the apparent metabolic distinctiveness within the studied *Moricandia* species.

## 4. Materials and Methods

### 4.1. Plant Material

Seeds were multiplied within the Institute of Plant Biochemistry, Heinrich Heine University, from the seed stocks provided by: Osnabrück Botanic Gardens (*Moricandia moricandioides* line 04-0393-10-00); Royal Botanic Gardens in Kew (*M. suffruticosa* line 0105433); IPK Gatersleben (*M. arvensis* line MOR1).

### 4.2. Plant Growth Conditions

Plants were grown and subjected to treatments in controlled conditions at CNR-IPSP laboratories in Sesto Fiorentino, Italy. *Moricandia moricandioides* (Mmo, C3), *M. arvensis* (Mav, C2) and *M. suffruticosa* (Msu, C2) seeds were placed in trays containing Amsterdam medium (a 9:1 mix of washed sand and compost) and were allowed to germinate. The trays were supplied with a commercially available nutrient solution (COMPO Concime Universale, NPK 7-5-7, B, Cu, Fe, Mn, Mo, Zn: COMPO Italia, Cesano Maderno, Italy) at free access rates and kept within a plant growth room with a day/night temperature of 28/24 °C. Metal-halide lights were used to maintain a photosynthetically active radiation (PAR) of 800 μmol m^−2^ s^−1^ for 12 h each day. After two weeks, the plants were potted into 1.5 dm^3^ square pots filled with Amsterdam medium and kept within the same growth room. The plants were watered to pot capacity every two days and were provided with a commercial liquid plant fertilizer (COMPO Concime Universale) each week to facilitate nutrient availability at free access rates. The plants were grown for four weeks prior to the imposition of water deficit.

### 4.3. Drought Treatment and Leaf Sampling

The fraction of transpirable soil water (FTSW) method [29] was used to gauge the kinetics of the soil drying of the *Moricandia* species with different photosynthetic physiologies. Thirty-five plants of equivalent sizes were selected for each species. On the evening prior to the imposition of water deficit, all of the plants were watered to pot capacity. The pots were then allowed to drain overnight, weighed the next morning and sealed within plastic bags to eliminate evaporation from the soil. The stomatal conductance (G_s_) of the plants was then recorded and assumed to represent 100% of the potential G_s_. The pots were weighed and the G_s_ was recorded every day. The water deficit treatment was imposed by withholding water from 15 of the pots, and in the remaining pots (controls), water was replaced each day, equivalent to the starting weight. The opening of the bags for approximately 20 min each day enabled the exchange of gases between the soil and the atmosphere and prevented the soil from becoming anoxic. When the G_s_ declined to 10% of the starting G_s_ value in the water deficit treatment or the pot weight remained constant for three days, it was considered that all water within the soil available for transpiration had been exhausted (i.e., 0% FTSW), and the FTSW was calculated as [29]:

(1) $$\mathrm{FTSW}=\frac{{(\mathrm{PW}}_{\mathrm{daily}}{-\mathrm{PW}}_{\mathrm{final}})}{{(\mathrm{PW}}_{\mathrm{initial}}{-\mathrm{PW}}_{\mathrm{final}})}$$

where PW is the pot weight in grams. After 10% G_s_ had been reached in the water deficit treatment, the plants were re-watered to their starting weight. The relative water content was determined using the leaf in the eighth position from the apex of the plant using the method of [65]. The same five plants per treatment and species were used for gas exchange analysis throughout the experiment; these plants were then sampled at the end of the experiment at the re-watering stage (the leaves used for gas exchange analysis were not sampled for further analysis).

For biochemical and RNAseq analysis, leaves from *Moricandia* plants were collected from the control (T0) and water-stressed plants (T1, T2), and, after re-watering (RW), they were frozen in liquid nitrogen and kept at −80 °C. Four fully expanded leaves (starting from the fourth leaf from the apex of the plant) from five plants per species and treatment were collected (i.e., directly above the leaves collected for the relative water content determination). The samples were collected at midday (T0, T1, T2) or after re-watering, when the values of the soil water content in both groups were identical (RW).

### 4.4. Plant Gas Exchange

Leaf gas exchange analyses were performed using a LiCor Li6400XT plant photosynthesis system connected to a 6400-40 leaf chamber fluorimeter cuvette (LiCor, Lincoln, NE, USA). The biochemical efficiency of photosynthetic CO_2_ assimilation was assessed in well-watered plants though the analysis of the response of photosynthesis (Pn) to an increasing sub-stomatal concentration of CO_2_ (C_i_). The concentration of CO_2_ within the leaf cuvette was reduced to 50 μmol mol^−1^ for approximately 30 min to remove any stomatal diffusive limitations to Pn before the CO_2_ concentration was increased in stages every 3 to 4 min, when Pn had stabilized (CO_2_ concentration steps: 50, 100, 200, 300, 400, 600, 800, 1000, 1200, 1400, 1600, 1800, 2000 μmol mol^−1^). The leaf temperature remained at 25 °C and the relative humidity remained at 60% throughout the Pn/C_i_ response curve [66]. The maximum carboxylation rate of RubisCO (*V*cmax) and the maximum rate of electron transport for the regeneration of RuBP (*J*max) were calculated using the curve fitting approach of Ethier and Livingston [23]. Due to the rapid stomatal closure of the *Moricandia* species [67], it was not possible to assess the response of Pn to C_i_ in plants subject to water deficit [68]. The CO_2_ compensation point was considered to be the point where the photosynthetic gain was zero. Point measurements of photosynthesis (Pn), stomatal conductance (G_s_), the sub-stomatal concentration of CO_2_ (C_i_) and the actual quantum efficiency of photosystem II (ΦPSII) [69] were undertaken throughout the FTSW response on the second-uppermost fully expanded leaf (position five from the leaf apex) of five plants per treatment and species. The following environmental conditions were set in the cuvette: 1000 μmol m^−2^ s^−1^ PAR (10% blue and 90% red light), 400 ppm (CO_2_), a leaf temperature of 30 °C and a relative humidity (RH) of 60%. To reduce diffusive leaks through the chamber gasket, a supplementary gasket was added, and the IRGA exhaust air was fed into the space between the chamber and the supplementary external gasket [70]. To determine ΦPSII, the multi-phase fluorescence setting was used, with an initial saturating pulse of 8000 μmol m^−2^ s^−1^ [71].

In C3 species, photorespiration can be calculated following [72]. However, for the two C2 *Moricandia* species, this approach is not appropriate, as a greater proportion of the previously released CO_2_ is recycled, preventing the accurate determination of the chloroplastic concentration of CO_2_ (C_c_) and mesophyll conductance. It should be noted that the Laisk method [73] for determining the photo-compensation point (Γ*) where the CO_2_ consumed by Pn is released by photorespiration (P_PR_) is not applicable to C2 species. To determine P_PR_ and the possible role of the photorespiratory shuttle in the drought response of the three *Moricandia* species, Pn was therefore measured under ambient and 1.5% O_2_ (considered to represent non-photorespiratory conditions), which was shown to correlate to P_PR_, as determined using the Sharkey formula [21,74]. The use of O_2_ concentration effects on Pn to approximate P_PR_ is subject to error due to the recycling of respired CO_2_ [75] and the reversed oxygen sensitivity associated with limitations to Pn [76]. The O_2_ concentration of the air-stream entering the Li6400 was controlled using mass flow controllers (Brooks Instruments, Hatfield PA, USA) connected to compressed cylinders of O_2_ and N_2_. The mesophyll conductance to CO_2_ (Gm) was estimated by the curve-fitting method, a common approach for C3 plants [23].

Respiration in the light was determined using the method of [75], where the CO_2_ entering the cuvette is switched between CO_2_ composed of the heavier ^13^C and the lighter ^12^C isotope utilizing mass flow controllers. The efflux of ^12^CO_2_ is then determined using a ^13^CO_2_-insensitive infra-red gas analyzer (Gas-hound; Li-Cor) connected to the match valve tube of the Li6400. Respiration in the dark (Rn) was determined by switching the lights off within the leaf cuvette (i.e., 0 µmol m^−2^ s^−1^ PAR) and then recording the efflux of CO_2_ from the leaf after a period of 10 to 15 min.

### 4.5. Biochemical Analysis

Before the biochemical analyses, frozen samples were ground to a fine powder in liquid nitrogen and lyophilized in a SpeedVac^®^ Plus (Savant, Thermo Fisher Scientific, Waltham, MA, USA).

### 4.6. Estimation of the Reducing Capacity by the Folin–Ciocalteau Method

While the Folin–Ciocalteau method is typically described as a method for determining total phenolics, this method overestimates the soluble phenolics content since it also detects a range of reducing compounds, such as ascorbate and reducing sugars. Therefore, the method is a better proxy for the reducing capacity of the sample, to which phenolics contribute [77]. The extraction of the *Moricandia* leaves was performed according to [78], with slight modifications. Briefly, 100 µL of methanol was added to 10 mg of ground leaf material, left for 2 h on ice, with agitation, and centrifuged at 4 °C for 30 min at 16,100× *g*. The supernatant was removed, and two additional extractions were made. The three supernatants were combined, and the reducing capacity was quantified by the Folin–Ciocalteau method [79], with modifications. Briefly, to each microplate well, 235 µL of water, 5 µL of the sample, 15 µL of Folin–Ciocalteau’s reagent and 45 µL of saturated Na_2_CO_3_ aqueous solution were added. The microplate was then incubated at 40 °C for 30 min, and the absorbance at 765 nm was measured. Gallic acid was used as the standard, and the results were expressed in mg of gallic acid equivalents per gram of dry weight.

### 4.7. Extraction and Quantification of Water-Soluble Carbohydrates and Starch

Water-soluble carbohydrates were extracted following the addition of chloroform/methanol, as described [80]. Briefly, 10–15 mg of dried plant material was extracted with 250 µL of ice-cold chloroform: methanol (3:7, *v*/*v*), vortex-mixed and incubated for 2 h at −20 °C. After incubation, the samples were extracted three times with 200 µL of ice-cold water. After centrifugation, the upper phases were pooled and evaporated until dry (CentriVap Concentrator, Labconco, Kansas City, MO, USA). The samples were then reconstituted in 50 µL of water. Glucose, fructose and sucrose were quantified using a Sucrose/D-Glucose/D-Fructose kit (Cat N° 10716260035, R-BIOPHARM, Roche), while galactose and raffinose were quantified with the Raffinose kit (Cat N° 10428167035, R-BIOPHARM, Roche). We made use of the Hatterscheid and Willenbrink modification, which involved the oxidation of NADPH and the reduction of INT (p-iodonitrotetrazolium violet), catalyzed by diaphorase and measured at 490 nm [81].

The pellet resulting from the chloroform: methanol extraction was washed twice with 200 µL of water after being evaporated until dry, as described above. To the dry pellet, 500 µL of water and 3.13 µL of α-amylase (Sigma A4582, Rahway, NJ, USA) were then added to the pellet, which was boiled for 3 min and incubated at 121 °C for 50 min. After cooling, the samples were incubated for 2 h (pH 4.8 in 0.15 M sodium acetate buffer) at 60 °C with 2.2 µL of amyloglucosidase (1.7 mg/mL) (Sigma A7420). Starch was quantified in the gelified supernatant with the Starch kit (Cat N° 10207748035, R-BIOPHARM, Roche) and the Hatterscheid and Willenbrink modification.

### 4.8. RNA Isolation, RNA-Seq and Bioinformatic Analysis

Frozen samples were ground to a fine powder in liquid nitrogen, and the total RNA was isolated using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany), according to the manufacturer’s protocol, and digested with DNAse I using an on-column DNAse, as per the manufacturer’s instructions. Three to five replicates were considered per species and per sampling point. The intactness of the extracted RNA was verified by 1% agarose-TBE gel electrophoresis of the total RNA concentration, and the purity was verified through NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, USA) measurements.

After quality control on a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA), RNASeq was performed on an Illumina HiSeq2000 platform at Heinrich Heine University (Biologisch-Medizinisches Forschungszentrum, Düsseldorf, Germany). Sequence assembly and expression statistics were performed by Nebion AG (Zurich, Switzerland); all the *Moricandia* RNAseq reads were aligned to a minimal set of coding sequences of the TAIR 10 release of the *Arabidopsis* genome (http://www.arabidopsis.org/, accessed on 20 December 2022) using BLAT [82] in protein space. The mapping used BLAT with the options ‘−t = dnax −q = dna’. TPM (transcript per million) values and counts were computed from the best-scoring mappings only: if reads mapped to multiple features, only the best mappings were kept. The estimated counts data were imported in the DESeq2 R package [83] to perform further data quality assessment, exploratory analyses and transformation and to compute differential expression analyses. As some samples did not pass the quality control and were not submitted to RNAseq, the number of replicates for Mav at the T1 treatment was insufficient for further statistical analysis. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [83] and are accessible through the GEO Series accession number GSE210653 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210653, accessed on 13 February 2023).

Functional annotation, i.e., Gene Ontology assignment, was performed using the DAVID annotation tool (https://david.ncifcrf.gov/summary.jsp, accessed on 16 September 2021, [84]). Functional enrichment analysis was performed using: Profiler (https://biit.cs.ut.ee/gprofiler/gost, accessed on 27 September 2021, [85]) with a 0.05 FDR cut-off, providing a custom reference. Lastly, KEGG mapping was performed using the ‘KEGG mapper’ tool (https://www.genome.jp/kegg/mapper/, accessed on 4 July 2022, [86]).

### 4.9. Statistical Analysis

The statistical analysis was carried out on the R platform, v3.6.1. One-way ANOVA was applied to the data using the R function aov. Whenever significant differences between extracts were found, the honestly significant difference (HSD; *p* < 0.05) was calculated using the tukeyTest function from the PMCMRplus package. For principal component analysis and Pearson’s correlation, the ade4TkGUI package and the cor function were used [87,88].

## 5. Conclusions

The C3 and C2 *Moricandia* species were grown at a near-optimal temperature for C3 photosynthesis. The findings of this study indicate distinct adaptive capacities to cope with drought within the *Moricandia* genus, although not a prominent role for C2-physiology. At a physiological level, *M. moricandioides* responded more rapidly to drought, while, at the biochemical level, *M. arvensis* showed an earlier adjustment to decreasing soil water availability. A potential role for glucosinolates in drought and drought recovery was evidenced, and, at the transcriptional level, a comparatively higher contribution was found for *M. moricandioides* than for *M. arvensis*. Differences between the species in sugar, redox and cell wall remodeling are constants irrespective of growth conditions; transcriptomic and biochemical data pointed out reduced growth in *M. moricandioides*. Our approach demonstrates the relevance of the genotype and not the pathways related to C2-physiology that are comparatively indistinct. Overall, the kinetics of the drought responses of *Moricandia* species showed that the C2-physiology does not confer increased drought tolerance under the tested conditions. Conversely, water deficit caused metabolic differences in carbon and redox-related metabolism between the C3 and C2 species, although the mechanisms that produce these different metabolic responses remain unknown.

## Figures and Tables

**Figure 1:**
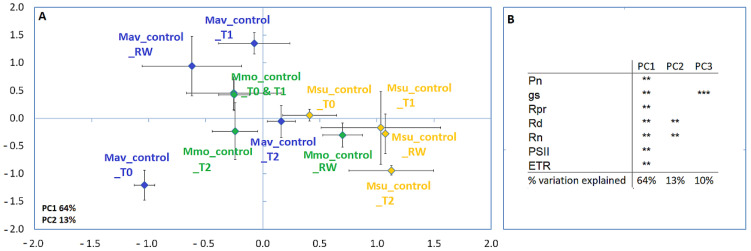
Principal component analysis (**A**) and Pearson correlations (**B**) for *M. moricandioides* (Mmo, green), *M. arvensis* (Mav, blue) and *M. suffruticosa* (Msu, orange) under control conditions and using the physiological data (** *p* < 0.01, *** *p* < 0.001). Input data are available as Supplemental Table S1. T0, T1, T2 and RW correspond to the several sampling points along the assay: T0—before the stress treatment; T1—controls for the plants under 50% FTSW (fraction of transpirable soil water); T2—controls for the plants under 10% FTSW; RW—controls for the plants submitted to drought (10% FTSW) and rewatered for 1 day.

**Figure 2:**
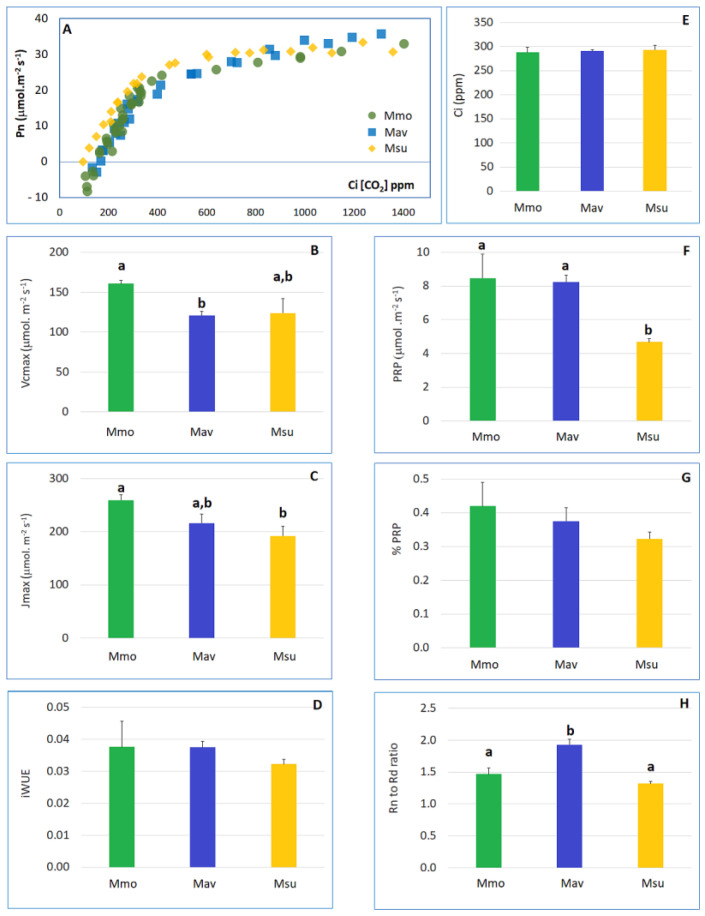
Detailed physiological analysis for the three species under well-watered conditions at day 0 (T0). (**A**) Leaf photosynthetic CO_2_-response (photosynthesis vs. internal CO_2_ concentration curves). (**B**) Maximum carboxylation rate of RuBP (Vcmax). (**C**) Maximum rate of electron transport required for RuBP regeneration (Jmax). (**D**) Intrinsic water use efficiency (iWUE), calculated as the Pn (μmol CO_2_ m^−2^ s^−1^) to stomatal conductance (G_s_, mmol CO_2_ m^−2^ s^−1^) ratio. (**E**) Internal CO_2_ concentration (Ci, ppm). (**F**) Photorespiration (P_RP_). (**G**) Ratio between photorespiration (P_RP_) and photosynthesis (Pn). (**H**) Ratio between night respiration (Rn) and diurnal respiration (Rd). Following One-Way ANOVA, and when significant differences were found, comparisons between species were assessed with Tukey’s HSD test. Different letters (a, b) indicate significant differences at *p* < 0.05. For Ci, iWUE and % PRP, no significant differences between species were found.

**Figure 3:**
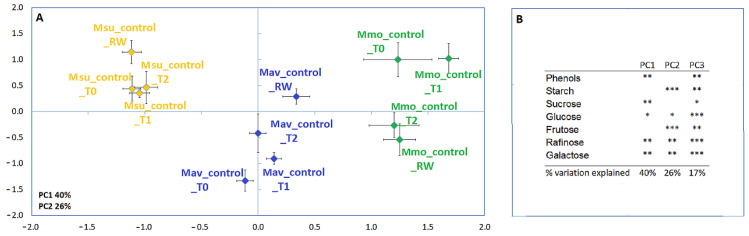
Principal component analysis (**A**) and Pearson correlations (**B**) for *M. moricandioides* (Mmo, green), *M. arvensis* (Mav, blue) and *M. suffruticosa* (Msu, orange) under control conditions and using the biochemical data (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). Input data are available in Supplemental Table S2. T0, T1, T2 and RW correspond to the several sampling points along the assay: T0—before the stress treatment; T1—controls for the plants under 50% FTSW (fraction of transpirable soil water); T2—controls for the plants under 10% FTSW; RW—controls for the plants submitted to drought (10% FTSW) and rewatered for 1 day.

**Figure 4:**
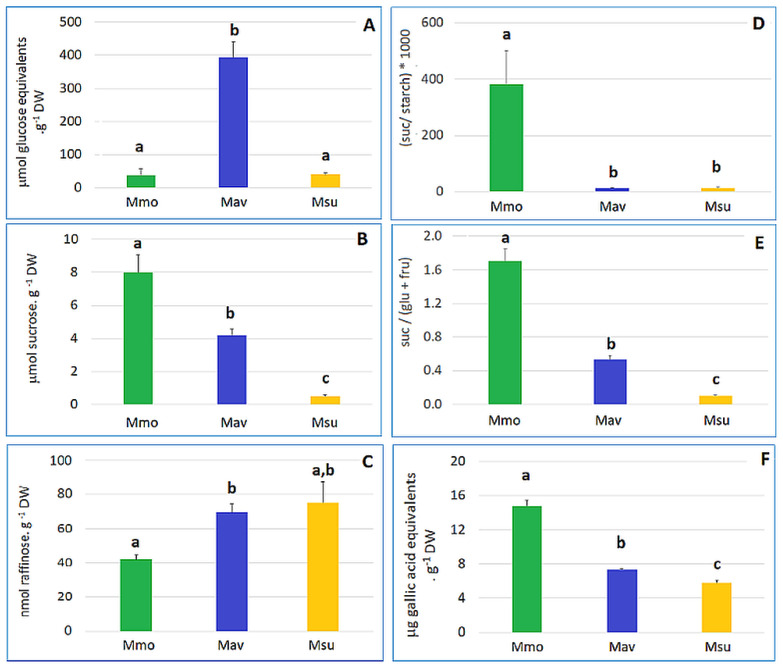
Starch, sugar and phenolics contents for the three species show a distinct biochemical status at day 0 (T0). (**A**) Starch. (**B**) Sucrose. (**C**) Raffinose. (**D**) Sucrose-to-starch ratio. (**E**) Sucrose-to-(glucose + fructose) ratio. (**F**) Phenolics. Cross-species comparison was performed with One-Way ANOVA, and when significant differences were found, a comparison between species was assessed with Tukey’s HSD test. Different letters (a, b, c) indicate significant differences at *p* < 0.05.

**Figure 5:**
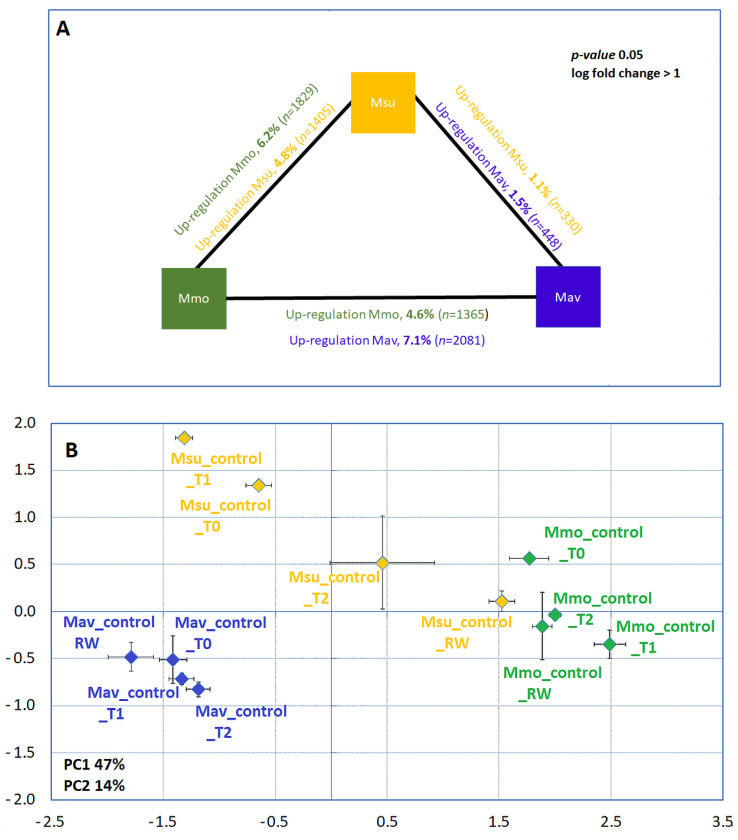
Cross-species gene expression comparison. (**A**) Differently expressed genes under control conditions at T0. (**B**) Principal component analysis under control conditions along the assay using the RNAseq data. (**B**). *M. moricandioides* (Mmo, green), *M. arvensis* (Mav, blue) and *M. suffruticosa* (Msu, orange) gene differential expression (*p* < 0.05, log fold change > 1). Within each species, and when comparing the available controls with T0, differently expressed genes were below 0.4% in Mmo and Mav and between 0.5 and 2.7% in Msu. RNAseq data are available at GEO (GSE210653). T0, T1, T2 and RW correspond to the several sampling points along the assay: T0—before the stress treatment; T1—controls for the plants under 50% FTSW (fraction of transpirable soil water); T2—controls for the plants under 10% FTSW; RW—controls for the plants submitted to drought (10% FTSW) and rewatered for 1 day.

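Each group of controls was compared with the T0 controls of its species with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the genes called are given as a share of the features with at least 1 count in the libraries compared. In Mmo, 2289 genes (7.92%) were called at T1, 439 (1.55%) at T2 and 227 (0.790%) at RW. In Mav, 0 genes were called at T1, where 2625 genes had an unadjusted p under 0.05 and DESeq2 called 454, and 980 (3.24%) were called at T2 and 526 (1.74%) at RW. In Msu, the counts were 1737 (5.94%) at T1, 1961 (6.74%) at T2 and 6216 (21.4%) at RW. DESeq2 gave more genes, with 1694 and 1989 in Mmo at T2 and RW, 1729 and 1379 in Mav at T2 and RW and 3346 in Msu at T2. Summing near-identical libraries gave fewer, with 714, 46 and 0 genes in Mmo and 170, 0 and 4299 in Msu. The counts of Mmo and Mav at RW changed with single libraries, from 0 to 2250 in Mmo and from 0 to 1840 in Mav. Those of Mmo at T2, with 2 control libraries, ranged from 0 to 909. The 3 Msu controls of RW, and S33c and S36c of T2, lay away from the other Msu libraries in the principal components.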

**Figure 6:**
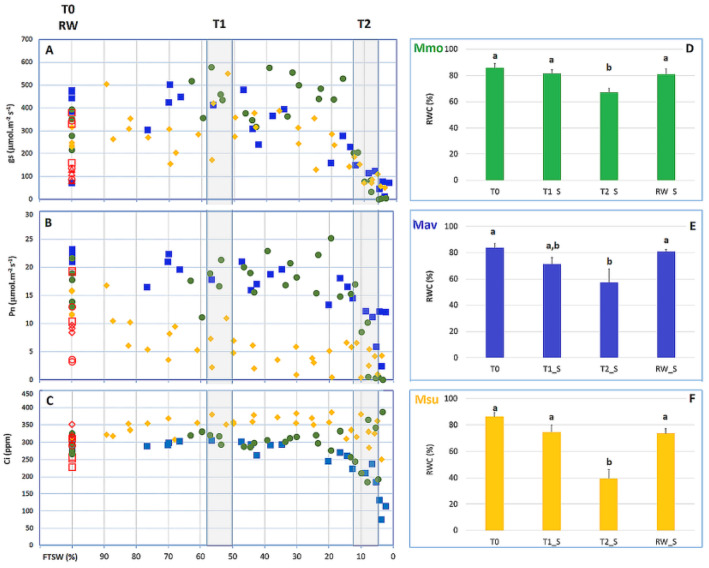
*M. moricandioides* (Mmo, green circles), *M. arvensis* (Mav, blue squares) and *M. suffruticosa* (Msu, orange diamonds) responses to progressive soil drying at the leaf level. (**A**) Stomatal conductance (G_s_); (**B**) Photosynthesis (Pn); (**C**) Internal CO_2_ concentration (Ci); (**D**) Mmo relative water content (RWC); (**E**) Mav RWC; (**F**) Msu RWC. For RWC, a comparison within each species was performed using a One-Way ANOVA, and when significant differences were found, comparisons within species were assessed with Tukey’s HSD test. Different letters (a, b) indicate significant differences at *p* < 0.05). Rewatering (100% FTSW) is represented by red empty symbols. Shaded areas in (**A**–**C**) represent the sampling points T1 and T2.

**Figure 7:**
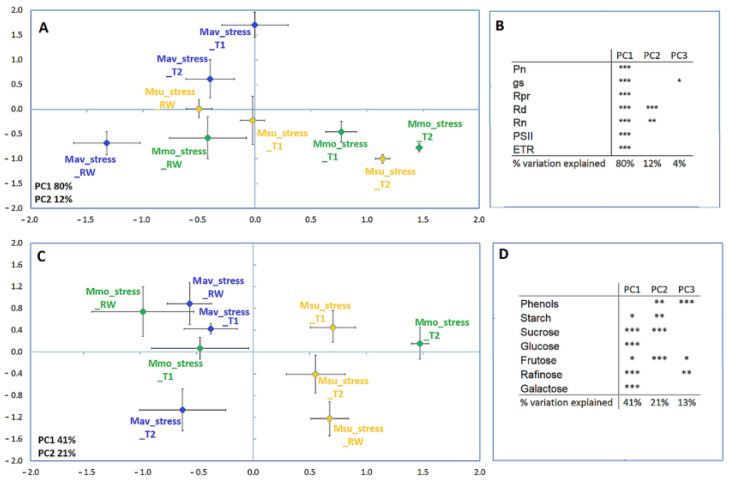
Principal component analysis (**A**,**C**) and Pearson correlations (**B**,**D**) for *M. moricandioides* (Mmo, green), *M. arvensis* (Mav, blue) and *M. suffruticosa* (Msu, orange) along the assay and using the physiological (**A**,**B**) biochemical data (**C**,**D**) (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). Input data are available in Supplemental Tables S1 and S2.

**Figure 8:**
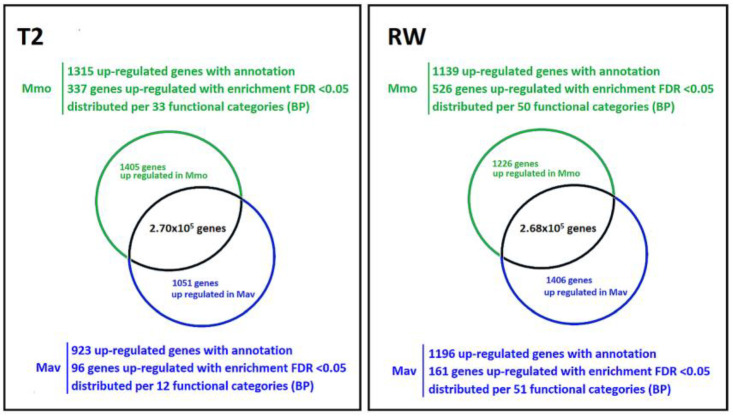
Cross-species transcriptomic analysis at T2 and RW (*p* < 0.01, log fold change > 1). Input data are available in Supplemental Table S4 and GEO (GSE210653).

## Data Availability

The RNASeq data discussed in this publication are accessible through the GEO Series accession number GSE210653 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210653, accessed on 13 February 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24044094/s1.

How the deposited data were processed for this re-analysis (not part of the article)

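Leaf RNA of Mmo, Mav and Msu was sequenced by the authors from well-watered controls and droughted plants at T0, T1, T2 and RW, with 1 file for each of 78 libraries. The authors state that 4 fully expanded leaves from 5 plants per species and treatment were sampled. The authors (Nebion AG) aligned the reads to a minimal set of coding sequences of the TAIR 10 release with BLAT in protein space, and computed the estimated counts and the TPM values, as deposited, from the best-scoring mappings only. How reads with several best mappings were handled, and any trimming, is not stated. Each file holds an estimated count, in whole numbers and without normalization by the authors, and a TPM value, scaled by the authors to a sum of 1000000 per library, for 33602 features. In a median of 2656 features per library the count was 0 and the TPM above 0, and the counts were used here unless stated otherwise.

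The total count per library ranged from 22346621 to 41675513, with a median of 31633176. Ratios of genes with few reads are given with exact binomial intervals, which cover counting error only. Genes at 0 counts in a species are given as at least a fold, against 3 counts over the group.

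The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each comparison, only the libraries of the groups compared were fitted, after filterByExpr and TMM scaling, with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment. Genes were called at an absolute log2 fold change over 1 and an adjusted p under 0.05 for T0, for controls against T0, for drought responses within a species and for interactions, and under 0.01 for T2, RW and the lists of Supplemental Tables S3 and S4. These comparisons, thresholds and alternatives were chosen before the data were examined, but after the paper's tables had been read. CPM values are counts scaled with TMM to a library total of 1000000, and spreads are SD between libraries. The photosynthesis list was tested with Fisher's exact test, with 10000 random lists matched on mean expression, and with camera and fry, adjusted over the 3 sampling points. Families were counted over the members that Supplemental Table S4 names.

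The text names every gene that the paper's results or discussion name and its tables pair with an Arabidopsis identifier, and the genes marked in Supplemental Table S3. It also names, for each of T0, T2 and RW, the 2 genes with the largest change in each direction among those called at an adjusted p under 0.01 whose libraries do not overlap, and 2 such genes in each direction for the drought responses within a species at T2. Other genes were named after their values were seen, as stated beside them.

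The alternatives tried were RLE size factors, no filter on low counts, DESeq2's Wald test, unadjusted p, the other p threshold of the paper, a natural-log fold change threshold, a test against the threshold itself, limma on log2(TPM + 1) and log2(TPM + 0.1), one fit over all 78 libraries, leaving out lane 7, leaving out each library in turn, and the controls or the interaction in place of the droughted plants. Added after seeing the values were the summing of near-identical libraries, the same with one fit over all conditions, and DESeq2's test against the threshold. Near-identical pairs were those with a ratio under 4, computed over genes with at least 20 counts. The method was tested on simulated data with 200 genes changed by a log2 fold change of 2. edgeR called 89.5% of them for Mmo against Mav at T0, 50.5% at T2 and 85.5% at RW, and 0% for Msu drought at T2. For Mmo against Mav at T0, 6.77% of its calls and 18.8% of those of DESeq2 were unchanged genes. The simulated libraries varied independently, without near-identical ones, and far fewer genes were changed than were called in the data. These shares are therefore not the shares of false calls in the data. Other groupings of the same libraries, at most 100 per comparison, were fitted to see how often they gave as many genes. The same was done, after seeing the values, with near-identical libraries summed where the distinct profiles allow more than 20 groupings.

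Droughted plants of T1 were not compared, since Mav had 1 library. Enrichment of functional terms, catalase and TPS1 to TPS4 were not analysed here, as the tables give no identifiers for them. The libraries were grouped by their labels only, and no library was left out or moved for its values.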

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

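The tests on near-identical libraries, on Msu libraries that lie near Mmo and on shared Msu material at T2 were chosen after the results were seen.

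A single library lay far from the others of its group in 34 of 183 groups examined, where chance gives about 1 in 20. Groups with near-identical libraries meet this rule more easily, since the remaining library then stands alone. This was the case of M25s among the RW droughted Mmo libraries, where the 10 most abundant genes took 9.71% of the counts against 9.09% to 9.16% and the position on the axis from Mav to Mmo was 0.733 against 0.946 to 0.956. For TPS11 it was at 15.1 CPM. It was also the case of A40s among the RW droughted Mav libraries, at 17.2 CPM for SUS6, 159 for ASP1, 12.7 for AT5G58970 and 8.49 for AT2G43220. It also held for S42 of Msu at T0, at 45.8 on the second principal component. S4s of the RW droughted Msu, itself near-identical to S1s, had 12.8% of its counts in the 10 most abundant genes. The lowest ratio of near-identical libraries to counting noise was 1.59, above the 1 that counting alone gives. This does not exclude 1 library sequenced and deposited more than once, since no technical repeat shows how far such counts vary. The libraries are not explained by the sequencing lane, as 5 of the pairs were on different lanes. Whether 1 plant or 1 pool of RNA was made into more than 1 library cannot be told apart from similar plants, since the next ratio, 5.87, shows only that there is a gap. No biological explanation was tested.

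M6c of the T1 Mmo controls stood apart in several measures at once, with 22611 genes detected against 24273 to 24479, 16.2% of counts in the 10 most abundant genes, 57.8 and -16.8 on the principal components and 0.661 on the axis from Mav to Mmo. M6c resembled the RW controls M21c and M24c, at 58.0 and -17.6 and at 57.9 and -16.7 on the components. Its ratios to counting noise were 7.43 and 7.61 with these 2, and 14.8 or more with the other T1 Mmo controls. M23c of the RW Mmo controls was at 53.0 on the first component. A16c and A17c of the Mav controls were at -2.32 and 1.48 on the second component. A35s of the droughted Mav plants at T2 had 21375 genes detected against 24347 to 24981, 41.9 CPM of AT1G06110 and 211 CPM of AT4G25580. No technical or biological explanation of these single libraries was tested.

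Among the genes named, single libraries lay apart at T0 for SUS1 (A4, 289 CPM), BGLU33 (A4, 189 CPM), BAM2 (M1c, 1.95 CPM), APL4 (M1c, 2.77 CPM), APS2 (M1c, 0.0301 CPM, from 1 count), BGLU45 (M12c, 2.09 CPM), AOX1B (M4s, 2.41 CPM) and AT5G42530 (M12c, 60.9 CPM). At T2 they did so for SUS1 (A37s, 369 CPM), AT2G41240 (A37s, 2.78 CPM, and the control A24c, 34.4 CPM), AT1G23480 (the control A24c, 8.07 CPM) and AT4G35370 (A39s, 0.0339 CPM, from 1 count). At RW this held for AT5G36930 (M26s, 0.0257 CPM, from 1 count). None of these libraries overlapped with the other group of its comparison, and no explanation was tested.

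The response to drought differed between Mmo and Mav by a test of the interaction in 1158 genes at T2 and 382 at RW. At T2, thinning every library to the lowest total gave 1186 genes and leaving out the 10 most abundant genes 1154, which argues against library size or a few genes as the cause. Without M16c, 143 genes were called, and summing near-identical libraries gave 349. Other groupings of the libraries at T2 were not counted, as Mmo had 2 controls. At RW, 4 of 100 groupings gave as many genes, the real one included, but near-identical libraries count there as independent. Summing them left 1 gene, which 20 of 100 groupings of the distinct profiles reached, so that chance cannot be excluded. The RW count also ranged from 32 without A42s to 1498 without M25s. A difference in response between the species stays open as an untested biological explanation.

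Some named genes were called in opposite directions at different sampling points, and the difference between points was not tested. PHS1 had log2 fold changes of Mmo over Mav of -1.91 at T0 and 1.81 at T2, and PHS2 of -2.45 at T0, 1.28 at T2 and 2.17 at RW. BGLU46 had 3.53 at T2 and -2.08 at RW, and beta CA6 2.85 at T0 and -1.27 at T2. The T0 plants were controls and the others had been droughted, so that sampling point and treatment are confounded here. Reads of similar family members are a possible explanation that was not tested for these genes, while for the T0 calls as a whole only 1.93% were at 0 in every library of 1 species, against reads that reach Arabidopsis sequences in 1 species only.

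The paper does not report the response of gene expression to drought within a species. At T2, 5525 genes were called in Mav, 2273 higher and 3252 lower in droughted plants. Among 100 groupings, 1 gave as many genes, the real one, and the same held for 100 groupings with near-identical libraries summed (5385 genes), so that chance can be excluded. Thinning to the lowest total gave 5435 genes and leaving out the 10 most abundant genes 5516, so that library size and a few abundant genes are not the cause, and a response to drought is a hypothesis that remains. AT4G17030 and AT4G25580 rose by log2 fold changes of 9.20 (10.08 without A9c) and 8.50 (adjusted p = 3.85e-06 and 2.38e-06 from edgeR's test), and AT2G41240 fell by 8.06 (adjusted p = 3.02e-04), or by 10.95 without A37s, which was at 2.78 CPM. AT1G23480 had 749 counts in controls and 2 in droughted plants, a ratio of 321 at equal depth (95% exact binomial interval 88.6 to 2655). In Mmo, 920 genes were called at T2 from 3 droughted and 2 control libraries, with 0 without M14c, 2597 without M20s and 65 after summing. AT5G06760 and AT5G59720 rose by 9.93 (10.82 without M16c) and 6.80 (adjusted p = 0.00704 and 0.00936), and AT5G65730 and AT2G18300 fell by 6.49 and 5.14 (adjusted p = 0.00775 and 0.00704). Each was lost at an adjusted p under 0.01 without M14c, M16c, M17s or M19s, and after summing. Other groupings were not counted for Mmo, with 2 controls.

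At RW, 35 genes were called in Mmo and 52 in Mav between rewatered plants and controls. For Mmo, 3 of 35 groupings gave as many genes, so that chance cannot be excluded. For Mav 4 of 100 did, but summing near-identical libraries left 1 gene, which 4 of 21 groupings of the distinct profiles reached, so that chance cannot be excluded there either. With edgeR the counts ranged from 0 to 1256 in Mmo and from 4 to 939 in Mav with single libraries left out, the highest without M25s and A40s. In Msu, 6468 genes were called at RW, and 1 of 35 groupings gave as many, but the 2 distinct profiles in each group allow only 3 groupings of profiles. Summing near-identical libraries still called 6032 genes, and genes private to Mmo were at 0.453 to 0.497 of their Mmo T0 level in the RW controls, where all other Msu libraries but 4 of T2 were at 0.00710 or less, so that chance can be excluded. Droughted plants at RW against T0 controls gave 2353 genes, and 0 after summing. The RW response of Msu is consistent with control libraries that lie away from the other Msu libraries. That level was below the lowest Mmo library at 0.523, genes on in Mmo and off in Mav were at 0.115 to 0.136, where the lowest Mmo library was at 0.288, and genes private to Msu were at 0.0107 or more, above every Mmo library (0.00358 or less). These gene sets argue against Mmo plants like those sequenced here under an Msu label, but the ratios below do not, so that this stays open. Plants of another origin were not tested. Other measures placed the RW controls of Msu near Mmo. Their median ratio to counting noise was 42.0 with Mmo libraries and 69.6 with other Msu libraries. The lowest was 19.4 with an Mmo library, 31.0 with those 4 Msu libraries of T2 and 52.2 with the remaining Msu libraries. Pairs of libraries of 1 condition with ratios of 14.8 or more had a median of 29.2. On the axis of 1609 genes from Mav to Mmo, S6c was at 0.647, above the Mmo library M24c at 0.645. S5c and S7c were below M24c, at 0.633 and 0.632. On an axis of 6193 genes with a log2 difference of at least 1, the RW controls of Msu were at 0.594 to 0.605. The lowest Mmo library on it was M6c, at 0.606. Genes private to Msu were at most at 0.0171 of their level, which argues against a mixture of Msu and Mmo RNA.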

How the results depend on the processing

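Summing near-identical libraries, its fit over all conditions and DESeq2's test against the threshold were chosen after the results were seen. Of the alternative values of counts and principal components, 341 stayed within the limit of 1.5 times and 145 moved. For single genes, 1127 values kept their direction and call, 65 lost the call and 3 reversed. RLE size factors and one fit over all 78 libraries moved none of the counts by more than 1.5 times.

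Summing near-identical libraries, which leaves fewer samples, gave 3475 genes for Mmo against Msu and 721 for Mav against Msu at T0, 1347 for Mmo against Mav at T2 and 0 at RW. Of the genes called at RW, 5993, all kept their direction. For controls against T0 it gave 714, 46 and 0 genes in Mmo at T1, T2 and RW, and 170 and 0 in Msu at T1 and T2. The drought response fell to 65 genes in Mmo at T2, 0 in Mmo at RW and 1 in Mav at RW, and the interaction to 349 at T2 and 1 at RW. No genes (0) were then called at both T2 and RW in either species, and the photosynthesis list had 5 genes at T2 and 0 at RW, the pathway lists 83 and 0. With one fit of the summed libraries over all conditions, RW had 1640 genes, the genes called at both points were 375 in Mmo and 488 in Mav, and the lists at RW held 5 and 63.

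The test against the fold change threshold, which is stricter by construction, called 3568 genes at T0, 1890 at T2 and 3107 at RW with edgeR, and 3198, 2153 and 3302 with DESeq2. The genes called at both points were then 404 in Mmo and 397 in Mav, or 505 and 480, and the photosynthesis list held 5, 4 and 5 genes at T0, T2 and RW, or 4, 4 and 5. A natural-log fold change over 1, stricter in the same way, gave 7, 9 and 7 genes on that list. DESeq2's Wald test gave 1694 and 1989 genes for Mmo controls at T2 and RW, 454, 1729 and 1379 for Mav controls at T1, T2 and RW, and 3346 for Msu controls at T2. It gave 2616 genes for drought in Mmo at T2, 1285 and 909 in Mmo and Mav at RW, 2380 and 1454 for the interactions, and 1557 and 1425 genes at both points, and the cause was not tested. Without a filter on low counts, Mmo drought at RW had 6 genes and the RW interaction 154, and the cause was not tested. The controls in place of the droughted plants gave 1266 genes at T2 and 2694 at RW, and the interaction at an adjusted p under 0.01 gave 234 and 13, which are other questions. The first principal component held 32.3% with all genes, 23.6% with scaled genes and 44.4% after the variance-stabilizing transformation.

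With each library left out in turn, T2 ranged from 2627 without M17s to 5135, the genes at both points from 679 to 1146 in Mmo and 580 to 1082 in Mav, and the photosynthesis list at T2 from 8 to 21. The T2 count was 2628 without M19s, which is near-identical to M17s. Controls against T0 ranged from 0 to 909 in Mmo at T2, 0 to 2250 in Mmo at RW, 0 to 5 in Mav at T1, 0 to 1840 in Mav at RW, 1013 to 2429 in Msu at T1 and 862 to 5104 in Msu at T2. The Msu T1 count moved by over 1.5 times without S38, S39 or S43, the near-identical T0 libraries. Drought ranged from 0 to 2597 in Mmo at T2, 0 to 1256 in Mmo at RW and 4 to 939 in Mav at RW, and the interactions from 143 to 1439 and 32 to 1498. Where a group was left with 1 library, it was assumed to vary like the other group.

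BGLU46 at T0, near no change, reversed to -0.10 without A45 (adjusted p = 0.885) and without M4s (adjusted p = 0.908), and to -0.028 in the fit of summed libraries over all conditions (adjusted p = 0.983), with a highest value of 0.34 when M12c was left out. Most lost calls, at RW and for drought in Mmo, came with summing or with fewer libraries. No paired analysis was possible because only the droughted Msu plants of T2 and RW share labels, S2s and S4s, and these groups were not compared. For the same reason the replicate block was not run, and family membership by reference gene names was not run because no such table was given. Leaving out lane 7 was not run at RW, where all 4 droughted Mmo libraries, M25s to M28s, were on that lane, so that species and lane are partly confounded there. Genes with few reads, such as APS2, BGLU31 and BGLU46, are limited by depth.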

Differences from the paper's values

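The summing of near-identical libraries, the fit of the summed libraries over all conditions and DESeq2's test against the fold change threshold were chosen after the results were seen.

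For T0, the paper gives 11.8% of the transcriptome as differing between Mmo and Mav, and 21.2% was found here. Of the alternatives set before the data were examined, the test against the threshold (11.8%), the natural-log threshold (15.7%), the paper's other p threshold (16.1%) and limma on log2(TPM + 1) (15.6%) came within 1.5 times, and the others did not. DESeq2's test against the threshold, chosen after seeing the values, gave 10.6% and dropped 2 of the 135 genes that the paper lists. The paper's figure shows about 1400 genes higher in Mmo and about 2100 higher in Mav (Fig. 5A, read by eye), against 2904 and 3506. These were 1479 and 2089 with the test against the threshold, 2052 and 2688 with the natural-log threshold, and 2003 and 2695 with limma on log2(TPM + 1). For Mav alone, the other p threshold (2721) and leaving out lane 7, which removes A1 (3144), also came within 1.5 times. DESeq2's test against the threshold, chosen after seeing the values, gave 1282 and 1916. For Mmo against Msu, the figure shows about 1800 higher in Mmo and about 1400 higher in Msu, and for Mav against Msu about 450 and about 330 (Fig. 5A, read by eye), against 3072, 3377, 1566 and 1351 here. Of the alternatives set before the data were examined, only the other p threshold came within 1.5 times, with 2432 genes higher in Mmo than in Msu. Its counts for the other values, 2786, 886 and 716, did not. The summing of near-identical libraries, chosen after seeing the values, gave 1554, 1921, 377 and 344. At T0 this summing called 125 of the 135 genes that the paper lists.

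At T2, the paper gives 2456 genes, 1405 higher in Mmo and 1051 higher in Mav, against 4521, 2398 and 2123. Of the alternatives set before the data were examined, the natural-log threshold (3477, 1908 and 1569) and the test against the threshold (1890, 1044 and 846) came within 1.5 times for all 3 values, and limma on log2(TPM + 1) gave 3664 genes with 1985 in Mmo. limma on log2(TPM + 0.1) gave 2059 in Mmo, and leaving out lane 7, that is A37s, 2092. Leaving out M17s gave 2627 genes (1474 and 1153), M19s 2628 (1479 and 1149), A28s 3553 and A44s 3586 (1802 in Mmo for each), A39s 1923 in Mmo and M20s 2066 in Mmo, while the other alternatives did not come within 1.5 times. DESeq2's test against the threshold, chosen after seeing the values, gave 2153 genes (1184 and 969) and dropped 34 of the 151 listed genes. At RW, the paper gives 2632 genes, 1226 higher in Mmo and 1406 higher in Mav, against 5993, 2946 and 3047. The well-watered controls gave 2694 (1228 and 1466) and the test against the threshold 3107 (1456 and 1651), and no other alternative set before the data were examined came within 1.5 times. DESeq2's test against the threshold, chosen after seeing the values, gave 3302 (1551 and 1751) and dropped 9 of the 153 listed genes. The paper's 120 genes in Mmo and 42 in Mav called at both T2 and RW compare with 1030 and 935, and no setting came within 1.5 times.

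The paper finds 4 genes of the photosynthesis list at T0, and 12 were called here. The test against the threshold gave 5, and the other alternatives set before the data were examined did not come within 1.5 times. DESeq2's test against the threshold, chosen after seeing the values, gave the 4 that the paper marks, and those of T2 and RW (4 and 5). For controls against T0, the paper's upper bound for Mmo and Mav is 0.4%, against 7.92%, 1.55% and 0.790% in Mmo at T1, T2 and RW and 3.24% and 1.74% in Mav at T2 and RW. No alternative set before the data were examined reached it at T1 in Mmo or T2 in Mav. At T2 in Mmo, leaving out M3s (0.155%), M4s (0.131%), M14c (0%) or M16c (0%) did, and at RW in Mmo leaving out M1c (0.327%), M23c (0.355%), M3s, M4s, M21c or M24c (0% each). At RW in Mav, leaving out A4 (0.0198%), A45 (0.00331%), A8c (0.0397%), A17c (0.0893%), A46, A48 or A10c (0% each) did. Leaving out A1 gave 0.433%, above the bound but within 1.5 times of it. The paper's other p threshold, an adjusted p under 0.01, left 0 genes in Mmo at T2 and RW and in Mav at RW, under the bound. The remaining alternatives did not reach it. Summing near-identical libraries, chosen after seeing the values, gave 0.162% in Mmo at T2 and 0% at RW. For Msu the paper gives from 0.5% to 2.7%, against 5.94% to 21.4%. At the other p threshold, Msu at T2 had 711 of 29105 features, inside the paper's range. Msu at T1 (813 of 29237) and at RW (5300 of 29042) stayed above it. No other alternative set before the data were examined reached the range. Summing, chosen after seeing the values, gave 0.581% at T1, 0% at T2 and 14.8% at RW, so that neither end came within 1.5 times. The paper finds 1 glutathione S-transferase gene higher in Mav at T0, against 2 here. Of the alternatives set before the data were examined only limma on log2(TPM + 1) gave 1, as did the fit of summed libraries over all conditions and DESeq2's test against the threshold, both chosen after seeing the values.

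The paper finds no differences in starch enzymes at T2, where PHS1 (1.81), PHS2 (1.28) and AMY1 (1.24) were higher in Mmo and BAM2 (-1.94) in Mav, as log2 fold changes of Mmo over Mav. None of these 4 was called in the fit of summed libraries over all conditions, chosen after seeing the values. At RW it describes similar levels for sugar and starch genes apart from TPS8 and TPS11, which were called here too, where SUS1 (-1.26), SUS6 (-2.44), APS2 (-3.88), PHS2 (2.17) and AMY1 (3.12) were also called. The discussion names TPS8 as the only gene of its family, whereas TPS11 was called at RW (-2.50). The discussion gives SUS1 and SUS6 as lower in Mav, whereas both were higher in Mav at T0, T2 and RW, as the results section says. ASP2, given for T2, was also called at RW (-1.14), and ASP1, given for RW, also at T2 (-1.42). BGLU46 was higher in Mmo at T2 but not at RW (-2.08). ACS2 (6.90 at T0) and RNR2A (1.93 at RW) were higher in Mmo, and the table lists them for Mav. Of the GST genes, GSTL3 was called in Mav at RW, where the paper finds such genes in Mmo alone, and 11 were called in Mmo.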

Other observations

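The tests of near-identical libraries, of groupings set against another sampling point and of the Msu libraries were chosen after the results were seen.

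The difference between Mmo and Mav was larger than any that other groupings of the same libraries gave, with 1 of 100 groupings at T0 calling as many genes, the real one, and 1 of 56 and 1 of 35 at T2 and RW. These groupings count near-identical libraries as independent. With such libraries summed, 1 of 56 groupings at T0 called as many genes (6077), so that chance can be excluded there. For Mav against Msu (1 of 100 groupings of libraries) 1 of 21 did (721, where the next gave 3). That is the smallest share that 21 groupings can give, so that chance is unlikely there but not excluded. At T2 (2 and 4 distinct profiles), at RW (2 and 2, where summing gave 0 genes) and for Mmo against Msu (3 and 2, after 1 of 35) the profiles allow 15, 3 and 10 groupings, too few to decide. Summing still called 1347 genes at T2 and 3475 for Mmo against Msu. The T0 difference, from other libraries, correlated across genes with those at T2 and RW (r = 0.611 and 0.766), but this does not decide either, since other groupings can correlate about as strongly. Groupings of the T0 profiles correlated as strongly as the real one with T2 in 3 of 56 cases (r = 0.580) and with RW in 1 of 56 (r = 0.758, the next 0.757), and groupings of the Mmo and Msu T1 controls with their T0 difference in 2 of 35 (r = 0.584). Another axis from Mav at 0 to Mmo at 1, beside that of 1609 genes, was set at T0 on 6193 genes with a log2 difference of at least 1. On it, the T2 libraries lay at 0.905 to 0.972 in Mmo and 0.288 to 0.428 in Mav. The RW libraries lay at 0.683 to 0.930 in Mmo and 0.0244 to 0.0911 in Mav. This argues against chance as the cause of the species difference at T2 and RW for these genes as a set, not for each gene called. Thinning to the lowest total gave 6150 genes at T0, against library size as the cause. The median ratio of Mmo to Mav libraries on 1 lane was 97.8, compared with 89.6 on different lanes, which argues against the sequencing lane. Mapping to Arabidopsis from each species stays confounded with species.

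For controls against T0, 1 of 100 groupings gave as many genes in Mav at T2, the real one, so that chance can be excluded there. At RW in Mav 2 of 100 did, the other one, with A6c in the place of A4, giving 618 genes against 526, and each library left out moved the count by over 1.5 times, from 0 without A46 to 1840 without A6c, so that this count is not stable. In Mmo at T1 and RW and in Msu at T1, T2 and RW, 1 of 35 did, but the distinct profiles allow at most 15 groupings, too few to decide. For Msu at RW, summing still called 4299 genes, and genes private to Mmo were at 0.453 or more in these controls. Their level of 0.00169 or less at T0 was fixed by the way they were chosen. In the Msu controls of T1, which did not enter that choice, they were at 0.00270 or less. This argues against chance for these genes as a set. In Mav at T1, edgeR called 0 genes, so that all 100 groupings gave as many and say nothing; 2625 had an unadjusted p under 0.05, DESeq2 called 454, and 4.80% of the genes tested did not overlap between the groups, where chance gives 1.59%. For Mmo at T2, with 2 controls, groupings were not counted.

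At RW, the genes lost on summing may reflect that only 2 profiles were left per species. Choosing 2 Mmo and 2 Mav profiles at T0 gave a median of 234 genes over 30 choices, from 0 to 1046, with 4 choices giving none, and RW gave 0. At an adjusted p under 0.05, RW gave 1296 genes, below all 30 choices (1929 to 5109), which goes against 2 profiles as the whole cause, while at an unadjusted p under 0.05 its 5636 genes lay within the range of the choices (5113 to 7030). A smaller difference at RW or a larger spread within a species there therefore stays open beside the number of profiles.

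S33c, S36c, S5s and S8s of Msu at T2 were near-identical across treatments, in 4 pairs of a control and a droughted library. With edgeR, Msu drought at T2 gave 0 genes, with 265 at an unadjusted p under 0.05, and since the count was 0 all 35 groupings gave as many and say nothing. On simulated data this comparison called 0 of 200 changed genes, so that a response cannot be excluded. The grouping that set these libraries against the rest gave 6171 genes. Shared material under both treatments is a candidate explanation, and a swap of labels was not tested. These 4 libraries held genes private to Mmo at 0.412 to 0.494 and genes private to Msu at 0.125 to 0.153 of their T0 levels, where other Msu libraries were at 0.422 or more for the latter. This may come from a mixture of Msu and Mmo RNA, and a cross between the species was not tested.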
